# AMPKα1 Deficiency in Macrophages Impairs Tendon Regeneration and Tendon Stem Cell Function via TNF-α-FBP2 Signaling

**DOI:** 10.7150/ijbs.125245

**Published:** 2026-01-22

**Authors:** Lisha Zhu, Yu Wang, Xinmeng Shi, Min Yu, Xinjia Cai, Liyuan Chen, He Zhang, Xiaolan Wu, Chengye Ding, Hangbo Liu, Shiying Zhang, Chang Li, Tianhao Wu, Nan Jiang, Yan Liu

**Keywords:** macrophage, adenosine monophosphate-activated protein kinase, fructose-1,6-bisphosphatase 2, tendon stem/progenitor cells, tendon regeneration

## Abstract

Tendon healing is limited by the minimal intrinsic regenerative capacity of the tissue, resulting in the formation of fibrovascular scar tissue rather than functional regeneration. Macrophage immunometabolism governs the balance between inflammation and repair; however, its effects on tendon regeneration are poorly understood. In this study, we investigated the differential activation of macrophage AMP-activated protein kinase (AMPK) and its phenotypic alterations in neonatal and adult tendon injury models. Using myeloid-specific AMPKα1 knockout (*LysM-Cre; Ampkα1^fl/fl^*) mice, we found that macrophage AMPKα1 deficiency impairs tendon regeneration and repair capacity, leading to compromised proliferation, migration, and differentiation functions of tendon stem/progenitor cells (TSPCs). Mechanistically, AMPKα1-deficient macrophages exhibited increased TNF-α production, which promoted the expression of Fructose-bisphosphatase 2 (FBP2) in a PI3K/AKT-dependent manner. In addition, FBP2 can modulate mitochondrial biogenesis and dynamics through a non-enzymatic mechanism and facilitate tissue repair and regeneration. Collectively, these findings underscore the immunometabolism mechanism linking macrophage AMPKα1 activity to stem cell injury responses via a TNF-α-FBP2 axis and provide new insights into the role of FBP2 for regulating stem cells.

## Introduction

Tendon injury is a challenging and prevalent motor system disease that compromises daily activities and leads to disability 1. Failure of the injury repair process is often attributed to insufficient regenerative capacity and dysregulation of the immune microenvironment 1, 2. Macrophages, as pivotal components of the innate immune system, play versatile roles in maintaining tissue homeostasis 3-5. Initially, they exhibit a pro-inflammatory phenotype but subsequently repolarize toward an anti-inflammatory phenotype to actively support tendon regeneration 6, 7. In recent years, several studies have investigated the influence of macrophage behavior on tendon regeneration 8, 9. However, the molecular mechanisms governing macrophage function in the tendons remain largely unknown.

Effective tendon regeneration requires coordinated interactions between immune cells and tendon stem/progenitor cells (TSPCs). Macrophages secrete a range of immune cell mediators that regulate stem cell proliferation and govern stem cell-mediated tissue repair 10-12. TSPCs play a crucial role in tendon repair and are characterized by their robust tenogenic and self-renewal potential 13. They are highly enriched, maintained by their microenvironment (the 'niche'), and respond robustly to environmental stimuli 14. However, the mechanism by which macrophages affect stem cell behavior remains unclear. Our previous work revealed that the regenerative capacity of tendons in the neonatal period was superior to that in adults 15, and emerging literature has demonstrated that macrophages of different ages have distinct effects on tissue repair 16, 17. For example, neonatal macrophages exhibit weak inflammatory responses and effectively enhance cell proliferation 18. Therefore, elucidating the molecular mechanisms underlying this differential response pattern is critical for modulating macrophage function and could provide potential regulatory targets for tendon regeneration.

AMP-activated protein kinase (AMPK) regulates multiple metabolic processes that maintain cellular energy homeostasis 19. Activation of this pathway is essential for metabolic and functional adaptations of macrophages 20. Specifically, phosphorylation of AMPKα1 contributes to the switch in the macrophage phenotype from pro- to anti-inflammatory 21, 22. However, whether macrophage AMPKα1 plays a functional role in tendon repair remains unknown. In this study, we demonstrated the functional disparity and differential activation of AMPKα1 in macrophages following tendon injury in both newborn and adult mice. Using a conditional genetic knockout mouse model, we investigated not only the influence of AMPKα1 deficiency in macrophages on tendon repair quality but also its mechanistic effects on TSPCs. Our results demonstrate that fructose-bisphosphatase 2 (FBP2), a multifunctional protein in the downstream TNF-α/AKT signaling 23, 24, impairs the function and regenerative capacity of TSPCs by compromising mitochondrial integrity and function. Overall, we identified a previously unknown role of macrophage AMPKα1 in regulating tendon tissue repair and revealed a key biological mechanism of TNF-α/AKT/FBP2 in response to mitochondria damage and tendon injury. These findings provide new insights into the enhancement of endogenous regenerative capacity.

## Materials and Methods

### Animals

Male C57 mice aged 0-1 day and 12 weeks and 6-8-week-old BALB/c nude mice were purchased from Beijing Vital River Laboratory Animal Technology (China). *LysM-Cre* mice were crossed with *Ampkα1^flox/flox^* mice to generate transgenic mice with specific deletion of macrophage *Ampkα1* through backcrossing and subsequent progeny selection (*LysM-Cre*;* Ampkα1^fl/fl^* mice), along with littermate controls (*Ampkα1^fl/fl^*). Genomic DNA from the mouse tail was used for genotype identification by polymerase chain reaction (PCR). The DNA primers are listed in Table S1. All animals were housed in ventilated cages under a 12/12-h light/dark cycle with ad libitum access to food and water. During different experiments, mice were excluded if they died prematurely or suffered from tumors.

### Tendon transection models

For tendon transection, mice were intraperitoneally injected with 1% pentobarbital (0.1 mL per 100 g). After complete anesthesia, the Achilles tendon was exposed through lateral transection. A transverse incision of the Achilles tendon was made on each leg using microsurgical instruments. The wound was irrigated, and the skin was closed with sutures. Subsequently, the mice were euthanized at planned postoperative time points (1, 4, and 8 weeks) with an overdose of anesthesia, and the repair tissues were collected. Specifically, the wild-type mice (including neonatal and adult mice) were used to study the acute phase of inflammation and early regeneration, which typically peaks within 7 days. In contrast, the AMPKα1-deficient model was designed to assess long-term regeneration and tissue maturation, which require longer time points (4-8 weeks).

### *In vivo* knockdown of Fbp2 by AAV9-shRNA

For tendon-specific knockdown of *Fbp2* in mice, AAV9 vectors expressing shRNA targeting *Fbp2* (AAV9-shRNA-*Fbp2*) or a non-targeting control shRNA (AAV9-shRNA-NC, Ctrl AAV) were constructed by GenePharma (Shanghai, China). Neonatal mice received a local injection of 10 µL of AAV9-shRNA-*Fbp2* or AAV9-shRNA-NC at a titer of 1 × 10¹² viral genomes (vg) /mL. Adult mice were administered 30 µL of the same viral preparation via local injection. Tendon tissues were harvested at 4 and 8 weeks post-injection. 

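*Fbp2* encodes the muscle isoform of fructose bisphosphatase, and a short hairpin RNA (shRNA) against it pairs with a 21-base stretch of its transcript. The sequence CTGGATGGATCTTCAAACATT was searched in the sense and antisense directions in 141767 annotated mouse transcripts (GENCODE release M21, genome build GRCm38), and it matched transcripts of 1 gene, *Fbp2*. In the protein-coding *Fbp2* transcript of 1354 bases, the match covers positions 486 to 506 in the sense direction, within the coding sequence in exon 3 of 7. On the genome it lies on the minus strand of chromosome 13, from 62854019 to 62854039 of GRCm38. With 20 bases on each side, the transcript reads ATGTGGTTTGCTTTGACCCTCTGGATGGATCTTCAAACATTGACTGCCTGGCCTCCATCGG. The match is also present in a processed transcript of *Fbp2*, at positions 306 to 326 of 371. The 19-base sequence TTCTCCGAACGTGTCACGT, a control without an intended target, matched 0 of the transcripts searched.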

The targeting sequence for AAV9-shRNA-*Fbp2* was 5'-CTGGATGGATCTTCAAACATT-3'; the control shRNA sequence was 5'-TTCTCCGAACGTGTCACGT-3'.

### Isolation and culture of TSPCs

Primary TSPCs were harvested from control (*Ampkα1^fl/fl^*) mice and *LysM-Cre*; *Ampkα1^fl/fl^* mice according to the established procedure 25, 26. The harvested tendons were minced and digested completely with 3 mg/mL collagenase type I (Thermo Fisher Scientific) and 4 mg/mL dispase (Roche) at 37°C for 1 h. After passing through a 70-μm strainer, single-cell suspensions were cultured in low-glucose Dulbecco's modified Eagle's medium (DMEM, Hyclone) supplemented with 15% fetal bovine serum (FBS; Gibco), 2 mM L-glutamine (Thermo Fisher Scientific), and 100 U/mL penicillin/streptomycin (Thermo Fisher Scientific) in an incubator at 37 °C with 5% CO_2_. When the cells reached 80-90% confluence, they were passaged. TSPCs at passages 1-3 were used for subsequent experiments. A list of reagents and resources is provided in Table S2.

### Isolation, culture, and polarization of bone marrow-derived macrophages (BMDMs)

BMDMs were isolated from control and *LysM-Cre*; *Ampkα1^fl/fl^* mice as previously described 25. Briefly, bone marrow cells were flushed from the femurs, isolated using Lymphoprep (STEMCELL), and cultured for 5-7 days in RPMI 1640 medium (Solarbio) containing 10% FBS (Gibco), 1% penicillin/streptomycin (Thermo Fisher Scientific), and 20 ng/mL recombinant mouse macrophage colony-stimulating factor (M-CSF, Peprotech). The culture medium was changed once every 3 days. After 5-7 days, the supernatant of macrophages from control and *LysM-Cre*; *Ampkα1^fl/fl^* mice were collected for further experiments. Macrophage polarization *in vitro* was performed as previously described 27.

### TSPC differentiation in BMDM-conditioned medium

For the differentiation experiments, TSPCs were cultured in 12-well plates (50,000 cells/well). Tenogenic differentiation was induced using a corresponding differentiation medium supplemented with the supernatant collected from the BMDM-conditioned medium at a ratio of 1:1. The tenogenic differentiation medium contained growth medium supplemented with 10 ng/mL TGF-β1 (Peprotech), 10 ng/mL GDF-5 (R&D System), and 0.05 mM l-ascorbic acid 2-phosphate. After 7 days of culture, quantitative real-time PCR (qRT-PCR) was performed to analyze the expression of tenogenic-related genes. Two weeks after tenogenic induction, the cells were assayed by Sirius Red staining (Solarbio, Beijing, China) to assess their tenogenic differentiation capacity.

### Small interfering RNA (siRNA) knockdown

siRNA sequences of the target gene markers were synthesized by GenePharma (China). Cells were diluted to a suitable density and seeded onto a plate. After 24 h at 70-80% confluence, the cells were treated with siRNA (50 nM) using the jetPRIME reagent (Polyplus, France) according to the manufacturer's protocol. The siRNA sequences are listed in Table S3.

### RT-qPCR

Total RNA was isolated from primary cells and tendon tissues using TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer's instructions. Then, the mRNA was converted to complementary DNA by reverse transcription, and PCR was performed using gene-specific primers and SYBR Green (Thermo Fisher Scientific) on a 7900HT Fast Time PCR system. The synthesized primers are listed in Table S4.

### Western blotting

Total proteins from cell lysates and tissue homogenates were harvested using RIPA Buffer (Thermo Fisher Scientific) with a Protease/Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific). Cell lysate proteins were separated using 10% SDS-polyacrylamide gel electrophoresis, transferred to polyvinylidene difluoride membranes, and blocked with 5% nonfat milk. The membranes were probed with corresponding primary antibodies overnight at 4 °C. The membranes were washed three times in TBS with 0.1% Tween-20 for 5-10 min each, incubated with the appropriate secondary antibodies for 1 h, washed twice in TBS with 0.1% Tween-20, and imaged. Detailed information on the primary and secondary antibodies is provided in Table S5.

### Staining of cells and tissue sections

Hematoxylin and eosin (HE), Sirius red, and Masson's trichrome staining were performed according to standard procedures to examine the general appearance of the soft tissues or cells. For immunofluorescence staining, sections (paraffin-embedded or frozen sections) or cells were incubated with anti-p-AMPK, anti-AMPK, anti-F4/80, anti-CD206, anti-NOS2, anti-CD86, anti-CD68, anti-Ki67, anti-SCX, anti-TNC, anti-TNMD, anti-FMOD, or anti-FBP2 antibodies. Next, sections or cells were incubated with fluorescein isothiocyanate (FITC) or rhodamine-conjugated secondary antibodies. Nuclei were counterstained with DAPI. Confocal microscopic images were acquired using a laser-scanning microscope (LSM 510, Zeiss, Germany) and processed using LSM 5 Release 4.2 software.

### Gene expression analysis

Differential gene expression was evaluated by transcriptome sequencing (RNA-Seq). tendon tissues from control and *LysM*-Cre; *Ampkα1^fl/fl^* mice (3 mice per condition, neonatal mice) were snap frozen in liquid nitrogen for further analyses. Subsequently, cDNA library construction, library purification, and transcriptome sequencing were performed according to the instructions of the Wuhan Huada Sequencing Company (www.genomics.org.cn; BGI, Shenzhen, China).

### Scanning electron microscope (SEM)

To characterize the fiber morphology of the neo-tissues using field emission scanning electron microscopy, all glass slide samples underwent dewaxing, dehydration, and subsequent gold sputter coating at 20 mA for 100 s. Thereafter, the microstructures of the neo-tissues were observed, and images were captured using SEM (Hitachi SU8020, Japan) at 15 kV.

### Transmission electron microscopy (TEM)

The ultra structures of the neo-tissues and cells were examined by TEM (Hitachi HT7700, Japan) at 100 kV. The samples were double-fixed with 1% osmium tetroxide (Sigma Aldrich), stained with lead citrate and uranyl acetate, and embedded in epoxy resin. Transverse and longitudinal ultrathin sections (70-100 nm) were prepared using a Leica ultramicrotome and placed on copper grids. Counting and measurement of the collagen diameter and mitochondrial mass from TEM images were performed using ImageJ software.

### Atomic force microscope (AFM)

The Young's modulus of tendon tissues was quantified using an atomic force microscope (AFM; Dimension Icon, Bruker, USA) in PeakForce Tapping mode. Scanning was performed at a rate of 1.0 Hz with an amplitude set point of 250 mV. A TAP150A probe was employed, and deflection sensitivity was calibrated against a sapphire reference sample. Data processing and analysis were conducted using Nanoscope Analysis software (version 1.60).

### Mitochondrial morphology and mass

The mitochondrial morphology and mass of TSPCs were evaluated by confocal immunofluorescence microscopy using the fluorescent dye MitoTracker Red (Beyotime, China) and by TEM analysis. In addition, mtDNA was quantified using qPCR to measure the ratio of mtDNA to genomic DNA. The primer sequences are presented in Table S4.

### Mitochondria electric potential (Δψ)

The mitochondrial membrane potential was monitored using JC1 staining (Solarbio, China). Briefly, cells were incubated with 10 μg/mL of JC-1 working solution for 20 min at 37°C in the dark. JC-1 monomer fluorescence (green) was detected at 525 nm (emission) and JC-1 polymer fluorescence (red) was detected at 590 nm (emission). The images were captured using a fluorescence microscope.

### Statistical analysis

The quantitative data are presented as means ± SD. Unpaired t-tests were performed to assess whether statistical differences existed between the two groups. Multiple comparisons were performed using one-way analysis of variance (ANOVA) and Tukey's post-hoc test, with *p*-values < 0.05 considered significant. The significance level is presented as *p < 0.05, ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001. Statistical analyses were performed using GraphPad Prism® software (version 9.0, GraphPad Software Inc, California, USA).

## Results

### Activation of AMPKα1 in macrophages promotes neonatal tendon healing

To investigate the differential macrophage responses to tendon injury between the neonatal and adult stages, we established a tendon transection model in neonatal (0-1 days) and adult (12 weeks) mice (Fig. 1A) 28. Seven days after injury, the neonatal tendon tissue exhibited superior healing compared to the adult group, characterized by a relatively orderly collagen fiber arrangement and a significant decrease in inflammatory cells compared to that on day 3. In contrast, adult tendon tissue displayed marked collagen fiber disruption, prominent adhesion at the ends, and evident inflammatory infiltration (Fig. 1B). The switch from the pro-inflammatory M1 phenotype to the anti-inflammatory M2 phenotype is essential for the transition from an initial injury response to the tissue repair phase. Flow cytometric analysis indicated that neonatal mice exhibited earlier activation of the anti-inflammatory cluster of M2 macrophages (CD45^+^CD11b^+^F4/80^+^CD206^+^) and more rapid recession of pro-inflammatory M1 (CD45^+^CD11b^+^F4/80^+^CD206^-^) macrophages (Fig. 1C and Fig. S1). Immunofluorescence staining also confirmed that 7 days after injury, the percentage of anti-inflammatory macrophages (~29% CD206^+^F4/80^+^) in the tendon tissues of neonatal mice was significantly higher than that in adult mice (~18% CD206^+^F4/80^+^). Conversely, the neonatal group had significantly fewer pro-inflammatory macrophages (~19% NOS2^+^F4/80^+^) than the adult group (~39% NOS2^+^F4/80^+^) (Fig. 1D, E).

AMPKα1 serves as a critical regulator of macrophage metabolism, function, and polarization 29. Therefore, we examined the AMPKα1 expression in macrophages at 3- and 7-days post-injury. The results revealed significant AMPK activation in macrophages, with a higher number of phosphorylated AMP-activated protein kinase (p-AMPK)-positive cells in neonatal mice than in adult mice (Fig. 1F, G). Taken together, the* in vivo* findings highlight the variations in healing outcomes and macrophage phenotypes between neonatal and adult mice, implying that the differential activation of AMPK in macrophages during tendon injury may play a role in regulating macrophage phenotypes and orchestrating tendon regeneration.

### AMPKα1 deficiency impedes the transition of macrophage to an anti-inflammatory phenotype

Next, to determine whether AMPKα1 deficiency affects macrophage functionality, we generated the myeloid-specific *Ampkα1* knockout mice (*LysM-Cre*; *Ampkα1^fl/fl^*) and used their littermate *Ampk^fl/fl^* mice as controls. First, the genotyping PCR and western blotting results verified the knockout efficiency at both the genomic and protein levels (Fig. S2A, B). The relationship between AMPKα1 activation and macrophage function was also investigated *in vitro*. Primary BMDMs obtained from *Ampk^fl/fl^* and *LysM-Cre; Ampkα1^fl/fl^* mice. Furthermore, lipopolysaccharide (LPS) and interleukin 4 (IL-4) were used to induce the polarization of BMDMs toward M1 pro-inflammatory and M2 inflammatory-resolving phenotypes, respectively. BMDMs from *LysM-Cre; Ampkα1^fl/fl^* mice exhibited increased expression of the M1 macrophage markers NOS2 and tumor necrosis factor alpha (TNF-α), and decreased expression of the M2 macrophage markers YM1 and CD206 at both the gene and protein levels (Fig. S3A-D). Furthermore, we observed significant differences in cytokine secretion by macrophages between *Ampkα1^fl/fl^* and *LysM-Cre; Ampkα1^fl/fl^* mice. Specifically, the levels of anti-inflammatory cytokines IL-4 and IL-10 were significantly reduced, whereas the levels of pro-inflammatory cytokines IL-6 and TNF-α were markedly elevated (Fig. S3E). Efferocytosis is another crucial function of macrophages in maintaining homeostasis by clearing apoptotic cells 30. Here, we observed that the capacity of phagocytosis was significantly reduced in AMPKα1-deficient macrophages. Specifically, BMDMs from *LysM-Cre; Ampkα1^fl/fl^* mice showed a lower phagocytic index (~42%) than BMDMs from* Ampk^fl/fl^* (~19%) mice (Fig. S3F). These results suggested that the absence of AMPKα1 in macrophages impedes their transition to an anti-inflammatory phenotype and significantly diminishes their phagocytic activity.

### Macrophage AMPKα1 deficiency impairs tendon repair and regeneration

To further investigate the influence of macrophage AMPKα1 loss on neonatal tendon regeneration, tendon transection models in *LysM-Cre*; *Ampkα1^fl/fl^* neonatal mice were established, and samples were harvested at 1-, 4-, and 8-weeks post-injury, respectively (Fig. 2A). The results revealed that, compared to the control group, the tendon repair area in the *LysM-Cre; Ampkα1^fl/fl^* group exhibited poorer smoothness and flatness, with translucent collagen tissue deposition and reduction in overall tendon length at 4- and 8-weeks post-operation (Fig. 2B and Fig. S4A). At 1-week post-injury, disorganized and scattered fiber were observed in the *LysM-Cre; Ampkα1^fl/fl^* group. Similarly, compared to the control group, the regenerated tendon collagen fibers in the *LysM-Cre; Ampkα1^fl/fl^* mice appeared looser, more disorganized, and less mature at 4 and 8 weeks post-injury (Fig. 2C, D). To further compare the collagen fibril distribution and diameter at the nanoscale level, specimens were observed under TEM and SEM (Fig. 2E, F and Fig. S4B). Representative images revealed increased collagen fibril entanglement and disorganization in *LysM-Cre; Ampkα1^fl/fl^* group at 4- and 8-weeks post-operation. To assess the relationship between fibril pattern and tendon mechanics, AFM was performed to examine the fibrillar crimp and Young's modulus of the regenerated tendons (Fig. 2G, H). The average Young's modulus was ~508 MPa in the *LysM-Cre; Ampkα1^fl/fl^* group, compared to ~847 MPa in the control group. These findings indicate that *Ampkα1* expression in macrophages is both necessary and sufficient for the regeneration of tendons with competent tensile mechanical properties.

During tendon injury, multiple tendon-resident cells coordinate with macrophages in the inflamed tissue to achieve efficient repair 31. Scleraxis-lineage (Scx^Lin^) cells are vital during the process of neonatal tendon repair 32 and may include tendon progenitor cells and differentiated tenocytes. Compared to the control group, a significant decrease in the percentage of Ki67^+^SCX^+^ cells and AMPK^+^F4/80^+^ macrophages were observed in the *LysM-Cre; Ampkα1^fl/fl^* group at 1 and 4 weeks post-injury (Fig. S4C, D). This preliminary finding suggested an impaired proliferation capacity of tendon cells in *LysM-Cre; Ampkα1^fl/fl^* mice, potentially resulting from macrophage AMPKα1 deficiency. Additionally, histological analysis at 4- and 8-weeks post-injury revealed markedly reduced expression of tendon-related factors fibromodulin (FMOD) and tenascin-C (TNC), along with more disordered nuclear arrangement in the *LysM-Cre; Ampkα1^fl/fl^* group compared to the control group (Fig. 2I, J), suggesting impaired regenerative and differentiation capacity of tendon cells. Given that AMPKα1 phosphorylation may favor anti-inflammatory macrophage polarization, we further examined the inflammatory profile by analyzing canonical M1/M2 macrophage markers and pro-inflammatory cytokines IL-6 and TNF-αand anti-inflammatory cytokines TGF-β and IL-10 (Fig. 2K-M and Fig. S4E, F). Compared with the control group, the number of pro-inflammatory M1 macrophages cells and the level of pro-inflammatory factors IL-6 and TNFα increased significantly in the *LysM-Cre; Ampkα1^fl/fl^* mice, while the expression of anti-inflammatory cytokines (TGF-β and IL-10) was significantly reduced. Together, these findings imply that loss of *Ampkα1* in macrophages disrupts the inflammatory microenvironment, impairs tendon cell function, and consequently compromises tendon regenerative capacity.

### Ampkα1 deletion in macrophages impairs TSPC function

TSPCs are a vital population of tendon-resident cells. During tendon regeneration and repair, macrophages interact with TSPCs to modulate their proliferation, differentiation, and migration, which are crucial for effective tendon regeneration 33. To understand how AMPKα1 deficiency in macrophages delays tendon repair, we first explored the potential functional alteration of TSPCs from *LysM-Cre; Ampkα1^fl/fl^* mice. We collected conditioned media from BMDMs of *Ampkα1^fl/fl^* and *LysM-Cre; Ampkα1^fl/fl^* mice and used them to treat TSPCs (Fig. S5A). Immunofluorescence staining results showed that the TPSCs that were stimulated by the conditioned medium from *LysM-Cre; Ampkα1^fl/fl^* BMDMs displayed lower proliferation capacity (Fig. S5B, C). Correspondingly, there was a notable decrease in the colony-forming capacity of TSPCs *in vitro* following stimulation with conditioned medium from *LysM-Cre; Ampkα1^fl/fl^* BMDMs (Fig. S5D, E). Subsequently, we assessed the effects of conditioned media from both macrophage groups on TSPC migration using a scratch assay. The results demonstrated that the migration rate of TSPCs was reduced when treated with conditioned medium from the *LysM-Cre; Ampkα1^fl/fl^* group compared to that from the control group (Fig. S5F, G).

Furthermore, we induced tenogenic differentiation of TSPCs and supplemented the differentiation medium with conditioned medium from macrophages. The RT-qPCR results showed that TSPCs stimulated by the conditioned medium from *LysM-Cre; Ampkα1^fl/fl^* BMDMs displayed a significant decrease in the mRNA expression of the tendon-related genes *collagen I* (*Col1*), *Tnmd*, and *Tnc* (Fig. S5H). Additionally, the Sirius Red staining results demonstrated that TSPCs stimulated with conditioned medium from *LysM-Cre; Ampkα1^fl/fl^* BMDMs, also exhibited lower collagen matrix secretion (Fig. S5I, J). These *in vitro* findings further confirmed that the activation of AMPKα1 in macrophages can disturb the harmonious communication between the TSPCs and macrophages, which impairs multiple biological functions of TPSCs and contributes to the decreased tendon regenerative capacity in *LysM-Cre; Ampkα1^fl/fl^* mice.

### Ampkα1-deficient macrophages promote FBP2 upregulation in TSPCs

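RNA sequencing was performed on the injured Achilles tendon tissue of neonatal mice, collected 7 days after the transection, from 3 *LysM-Cre; Ampkα1 fl/fl* mice and 3 *Ampkα1 fl/fl* littermates as controls. In the *LysM-Cre; Ampkα1 fl/fl* mice, Cre recombinase made from the lysozyme M locus deletes the floxed *Ampkα1* gene in myeloid cells, whereas the RNA came from whole tissue. The libraries were sequenced at BGI, and the authors deposited an estimated read count, not normalized, for each of 65053 RefSeq transcripts in each mouse, together with TPM values and a normalized count. The aligner, the counting tool, the genome build and the test for differential expression are not named in the paper's main text. Its supplementary methods were not read here. The estimated counts were summed over the transcripts of each of 18099 genes and rounded to whole reads. The totals were 18858366, 18170082 and 18244464 reads in the *Ampkα1 fl/fl* mice and 19479880, 18076805 and 18852311 reads in the *LysM-Cre; Ampkα1 fl/fl* mice. After genes with few reads were removed with edgeR's filterByExpr, 14261 genes were compared between the groups with edgeR's quasi-likelihood test on TMM-normalized counts, with Benjamini-Hochberg adjustment. Expression is given as CPM, scaled by TMM, and all fold changes are *LysM-Cre; Ampkα1 fl/fl* over *Ampkα1 fl/fl*. An exact permutation test of 3 mice against 3 is given beside single genes, and its smallest possible two-sided p is 0.1. The targeted gene *Prkaa1* (NCBI Gene 105787), which encodes AMPKα1, had 740, 688 and 690 reads in the *Ampkα1 fl/fl* mice and 626, 751 and 652 reads in the *LysM-Cre; Ampkα1 fl/fl* mice. Its expression was 38.2 ± 0.842 CPM (SD, n = 3) and 36.2 ± 4.07 CPM (SD, n = 3), a log2 fold change of -0.08 (standard error 0.09, edgeR adjusted p = 0.744, or 0.762 with the replicate number as a block). *Lyz2* (NCBI Gene 17105), the gene of the lysozyme M locus, had 7378, 7778 and 7372 reads in the *Ampkα1 fl/fl* mice and 9, 15 and 8 reads in the *LysM-Cre; Ampkα1 fl/fl* mice. Its log2 fold change was -9.46 (standard error 0.17, edgeR adjusted p = 3.41e-06), and -9.47 (adjusted p = 9.15e-05) with the replicate number as a block in the same test.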

To gain further insights into the underlying mechanism of macrophage AMPKα1 in tendon regeneration, we performed RNA sequencing on tissues from *LysM-Cre; Ampkα1^fl/fl^* mice and *Ampkα1^fl/fl^* mice 7 days after injury. 

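Between the groups, 128 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 2071 genes had an unadjusted p under 0.05. Of the 128 genes, 53 had an absolute log2 fold change of at least 1. The number rose most with DESeq2, which called 685 genes including all 128. It fell most when single transcripts were tested in place of genes, an alternative chosen after seeing the data, which left 1 gene. Leaving out 1 mouse at a time gave between 8 and 276 genes. Libraries with the same replicate number deviated from their group means together, with a mean correlation of 0.204 across genes (0.184, 0.118 and 0.31 for replicates 1, 2 and 3). For libraries with different numbers the mean was -0.099. Only the replicate number links the libraries of a pair, and whether they shared a litter or batch is not known. With the replicate number as a block in the edgeR test, 47 genes had an adjusted p under 0.05, and 38 of these were among the 128.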

Initial transcriptome analysis revealed a total of 603 differentially expressed genes between the *LysM-Cre; Ampkα1^fl/fl^* group and *Ampkα1^fl/fl^* group. 

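In the edgeR test, 81 of the genes were downregulated and 47 were upregulated in the *LysM-Cre; Ampkα1 fl/fl* group. With the replicate number as a block, 36 were downregulated and 11 upregulated, and with DESeq2 381 and 304. An absolute log2 fold change of at least 1 was reached by 43 downregulated and 10 upregulated genes. Among the genes that passed and whose groups did not overlap, the largest increases were in *Stk32b*, from 3.14 ± 0.18 to 10.3 ± 1.97 CPM (SD, n = 3 each; log2 fold change 1.71, standard error 0.17, edgeR adjusted p = 0.0134), *Chrna7* (1.25), *Nlrc5* (1.21), *Wdfy1* (1.19) and *Nell2* (1.18). *Wdfy1* had the smallest standard error of these, with 24.8 ± 0.89 CPM in the *Ampkα1 fl/fl* group and 56.7 ± 2.81 CPM in the *LysM-Cre; Ampkα1 fl/fl* group (SD, n = 3; edgeR adjusted p = 0.00137). Apart from *Lyz2*, the largest decreases among these genes were in *Gm21451*, *Ifi208*, *Marco* and *Cd209g*. *Gm21451* had 512, 453 and 582 reads in the *Ampkα1 fl/fl* mice and 0 reads in each *LysM-Cre; Ampkα1 fl/fl* mouse, which makes it at least 173-fold lower (edgeR adjusted p = 0.00137). Its direct neighbour in the genome, *Entpd4b*, was also lower (log2 fold change -0.81). A strain difference between the groups in that segment, which was not tested, is a candidate explanation. *Ifi208* was at least 9.63-fold lower, with 27, 33 and 26 reads against 3, 2 and 0 (edgeR adjusted p = 0.0413). The log2 fold changes of *Marco* and *Cd209g* were -2.90 (standard error 0.34, edgeR adjusted p = 0.0217) and -2.87 (standard error 0.45, edgeR adjusted p = 0.0455). *Gm21451*, *Ifi208* and *Cd209g* have close relatives in the genome between which the authors' counting could have split reads, and their values are uncertain to that extent. Each of these genes had an exact permutation p of 0.1. With the replicate number as a block in edgeR, the adjusted p was 0.0446 for *Stk32b*, 0.0132 for *Wdfy1* and 0.0132 for *Gm21451*, and it lay between 0.0528 (*Marco*) and 0.0848 (*Cd209g*) for *Chrna7*, *Nlrc5*, *Nell2*, *Ifi208* and those 2 genes.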

Among these, 338 genes were downregulated, and 265 genes were upregulated (Fig. 3A). 

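Gene Ontology terms were not used here. In their place, lists of genes for cell division, the interferon response and other processes were written by hand, and 858 Reactome pathways were tested. The 42 genes of the cell division list were all lower in the *LysM-Cre; Ampkα1 fl/fl* group, with a median log2 fold change of -0.56. None passed an adjusted p of 0.05 over all genes (0 genes, smallest edgeR adjusted p = 0.0512), 36 had an unadjusted p under 0.05, and 33 passed when the adjustment covered the list alone. With the replicate number as a block in edgeR, again 0 passed over all genes (smallest adjusted p = 0.0904, 39 at an unadjusted p under 0.05). The largest decreases in the list were in *Tpx2* (-0.73, standard error 0.15, edgeR adjusted p = 0.0871), *Kif2c* (-0.72), *Cdca3* (-0.71), *Cdca8* (-0.69) and *Ccnb2* (-0.68). *Mki67*, a marker of proliferating cells, had a log2 fold change of -0.57 (standard error 0.14, edgeR adjusted p = 0.129). In a preranked gene set enrichment test with 10000 permutations of genes (fgsea), the normalized enrichment score of the list was -2.85 (adjusted p = 0.0011), and -2.92 with the replicate number as a block. The interferon response list had 45 of 47 genes higher in the *LysM-Cre; Ampkα1 fl/fl* group, with a median log2 fold change of 0.71. Again 0 genes passed over all genes (smallest edgeR adjusted p = 0.0508), with 35 at an unadjusted p under 0.05 and 35 passing within the list. Its enrichment score was 3.07, and 2.76 with the block, which left 0 genes passing (smallest adjusted p = 0.0525, 33 at an unadjusted p under 0.05). *Iigp1* rose by a log2 fold change of 1.81 (standard error 0.30, edgeR adjusted p = 0.053) and *Cxcl10* by 1.70 (standard error 0.32, edgeR adjusted p = 0.0757). *Tgtp1* (3.57) and *Tgtp2* (2.79) are near-identical copies between which reads could have been split. By Fisher's exact test, one-sided, the erythrocyte list was enriched among the downregulated genes (6 of 81, odds ratio 125, adjusted p = 2.14e-09), and its enrichment score was -2.17, or -1.93 with the block, under which 1 of its genes passed (*Hbb-bs*). The cartilage list was enriched among the upregulated genes (2 of 47, odds ratio 42, Fisher's exact test adjusted p = 0.0224). Its score was 1.77, or 1.62 with the block, under which 0 of its genes passed. Of its 17 genes, 8 were higher and 9 lower. In the enrichment test of fgsea, 80 Reactome pathways had an adjusted p under 0.05, 69 of them lowered (lowest score -2.58, mitotic prometaphase) and 11 raised (highest scores 2.39 for striated muscle contraction and 2.19 for interferon signaling). With the block, 60 were lowered and 14 raised. Among the genes called by DESeq2, 16 Reactome pathways were enriched in the downregulated and 5 in the upregulated genes. Among the edgeR calls, 2 were enriched in the downregulated genes, scavenging of heme from plasma (4 of 35 annotated genes, odds ratio 90.5, Fisher's exact test adjusted p = 0.000554) and uptake by scavenger receptors (5 of 35, odds ratio 28.2, Fisher's exact test adjusted p = 0.0013). The hemoglobin genes make up 4 genes of each. Neither the cell division list nor the interferon list had a gene among the edgeR calls. Among the DESeq2 calls, the cell division list held 21 of 381 downregulated genes (odds ratio 39.5, Fisher's exact test adjusted p = 1.61e-21) and the interferon list 28 of 304 upregulated genes (odds ratio 72.5, Fisher's exact test adjusted p = 4.09e-34). Fisher's exact test and permutations of genes treat genes as independent. Genes within these lists varied together, with correlations of 0.885 and 0.564 in limma's camera. Tests that use the samples did not pass, with adjusted p of 0.141 and 0.129 from limma's fry and 0.504 for each from camera.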

Subsequent Gene Ontology (GO) analysis of the upregulated and downregulated genes revealed significant enrichment of differentially expressed genes in categories such as cell division, cell proliferation, and cellular immune response (Fig. 3B). Additionally, Gene Set Enrichment Analysis (GSEA) pinpointed the “electron transport chain,” “oxidative phosphorylation,” and “glycolysis and gluconeogenesis” as key pathways involved in the upregulation of genes in the *LysM-Cre; Ampkα1^fl/fl^* group post-injury (Fig. 3C). 

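The WikiPathways sets of the paper's GSEA were not used here, and lists written by hand stood in for them. The electron transport chain list (97 genes tested) had a median log2 fold change of 0.11 with 76 genes higher, the oxidative phosphorylation list (53 genes) 0.11 with 43 higher, and the glycolysis and gluconeogenesis list (39 genes) 0.18 with 32 higher. Their normalized enrichment scores from fgsea were 1.75, 1.77 and 1.82 (adjusted p = 0.00139, 0.00547 and 0.00492 from permutations of genes). With the replicate number as a block, the scores were 1.72, 1.63 and 1.92. Rotation of the samples (limma's fry) gave adjusted p of 0.702, 0.702 and 0.362, and limma's camera gave 0.76, 0.76 and 0.504. The first 2 scores moved most without the third *LysM-Cre; Ampkα1 fl/fl* mouse, to -1.74 for electron transport and -1.91 for oxidative phosphorylation. The glycolysis score moved most, to 0.86, with a skeletal muscle score as a covariate (the mean log2 CPM of 43 genes of the contractile apparatus), which gave -1.45 and -1.50 for the other two. Averaged over the list, the log2 CPM of electron transport genes was 5.12, 5.15 and 5.25 in the *Ampkα1 fl/fl* mice and 5.23, 5.05 and 5.62 in the *LysM-Cre; Ampkα1 fl/fl* mice (exact permutation test, two-sided, p = 0.7). For oxidative phosphorylation the averages were 5.48, 5.48 and 5.47 against 5.45, 5.32 and 5.85 (exact p = 1), and for glycolysis 5.40, 5.43 and 5.81 against 5.85, 5.43 and 6.16 (exact p = 0.2). In each list the groups overlapped, a comparison that does not use the replicate numbers. For glycolysis, the *LysM-Cre; Ampkα1 fl/fl* mouse was above its same-numbered *Ampkα1 fl/fl* mouse in replicates 1 and 3, and both had 5.43 in replicate 2. For electron transport and oxidative phosphorylation, the direction differed between the pairs. In the 3 lists, 0 genes passed an adjusted p of 0.05 in edgeR, over all genes or within the list, and 2, 0 and 11 had an unadjusted p under 0.05. Blocked by replicate number, 0 genes passed over all genes, with 4, 0 and 16 at an unadjusted p under 0.05. In the oxidative phosphorylation list, the log2 fold changes ran from -0.25 in *Ndufa3* to 0.24 in *Atp5g1*.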

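In the electron transport, oxidative phosphorylation and glycolysis lists together, 136 genes were tested and 6 had a log2 fold change above 1, namely *Fbp2*, *Cox6a2*, *Ucp3*, *Cox8b*, *Pgam2* and *Eno3*. Of these, 0 had an adjusted p under 0.05 in edgeR. When the adjustment covered the 136 genes alone, the smallest adjusted p was 0.433. At an unadjusted p under 0.05, 8 genes were higher in the *LysM-Cre; Ampkα1 fl/fl* group. *Cox6a2*, the muscle isoform of a cytochrome c oxidase subunit, had 4.94 ± 5.65 CPM in the *Ampkα1 fl/fl* group and 21.0 ± 21.1 CPM in the *LysM-Cre; Ampkα1 fl/fl* group (SD, n = 3), a log2 fold change of 2.09 (standard error 1.02, edgeR adjusted p = 0.412). *Ucp3* had a log2 fold change of 1.88 (standard error 1.10, edgeR adjusted p = 0.495) and *Cox8b* of 1.79 (standard error 0.83, edgeR adjusted p = 0.39). For *Pgam2* and *Eno3*, the log2 fold changes were 1.60 (standard error 1.10) and 1.58 (standard error 0.91), with edgeR adjusted p of 0.567 and 0.49. The groups overlapped in every one of these genes, since the third *Ampkα1 fl/fl* mouse was above the second *LysM-Cre; Ampkα1 fl/fl* mouse, and the exact permutation p was 0.2 or, for *Pgam2*, 0.3. That test does not use the replicate numbers. Within each same-numbered pair, the *LysM-Cre; Ampkα1 fl/fl* mouse was higher in all of these genes. For *Cox6a2* the pairs had 11.84 against 0.95, 6.00 against 2.46 and 45.02 against 11.4 CPM. Blocking by replicate number in edgeR gave an adjusted p from 0.0965 for *Cox6a2* to 0.178 for *Eno3*. With the skeletal muscle score as a covariate, the log2 fold changes were 0.15 for *Cox6a2*, -0.09 for *Ucp3*, 0.08 for *Cox8b*, -0.45 for *Pgam2* and -0.22 for *Eno3*.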

We further investigated the genes with significant differential expression (log_2_FC >1) in these three pathways. Notably, *Fbp2* ranked first in the differential expression of upregulated genes in the *LysM-Cre; Ampkα1^fl/fl^* group (Fig. 3D).

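*Fbp2* (NCBI Gene 14120) had 4, 11 and 64 reads in the *Ampkα1 fl/fl* mice and 171, 28 and 288 reads in the *LysM-Cre; Ampkα1 fl/fl* mice. Its expression was 1.44 ± 1.80 CPM (SD, n = 3) in the *Ampkα1 fl/fl* group and 8.67 ± 7.03 CPM (SD, n = 3) in the *LysM-Cre; Ampkα1 fl/fl* group. The log2 fold change was 2.59 (standard error 1.07, edgeR adjusted p = 0.335), and the exact permutation test, two-sided, gave p = 0.2. By log2 fold change, *Fbp2* ranked 1 in the lists for the pathways and 12 of the genes tested, and by p it ranked 2019. Blocking by replicate number in edgeR gave a log2 fold change of 2.73 (adjusted p = 0.147). The alternative that moved it most was the skeletal muscle score as a covariate, with 0.66 (edgeR adjusted p = 0.629), followed by leaving out the third *Ampkα1 fl/fl* mouse, with 4.40. Over all alternatives its adjusted p lay between 0.147 and 0.923. Across the 6 libraries, the log2 CPM of *Fbp2* rose with that score (Pearson's r = 0.981, permutation p = 0.00139, adjusted p = 0.00208; Spearman's rho = 1, permutation p = 0.00278, adjusted p = 0.00417; 6 genes tested). Without the 2 libraries farthest from the median score, r was 0.958. Within each group there are 3 libraries, too few to compute the relation again. *Cox7a1* had a log2 fold change of 0.92 (standard error 1.03, edgeR adjusted p = 0.747), and -1.02 with the score as a covariate. *G6pc* had 1, 4 and 0 reads in the *Ampkα1 fl/fl* mice and 0, 1 and 1 reads in the *LysM-Cre; Ampkα1 fl/fl* mice and was not tested. From the enriched pathways, the paper turns to their genes with a log2 fold change above 1, and it states that *Fbp2* ranked first (Fig. 3D).

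**Figure D1:**
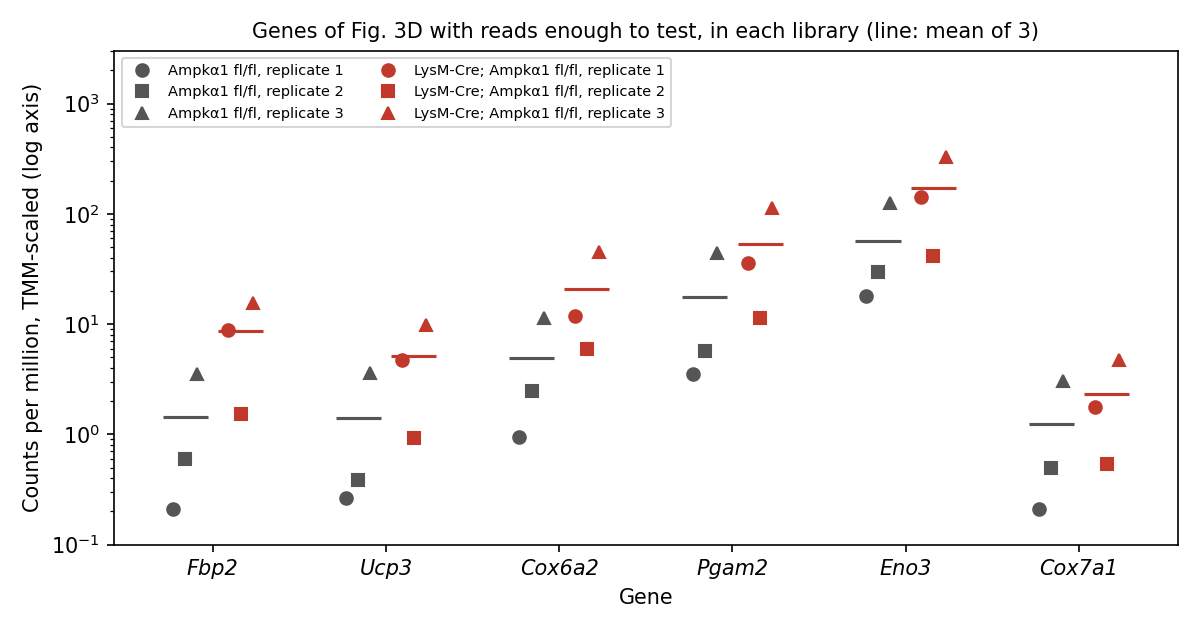
Expression of *Fbp2*, *Ucp3*, *Cox6a2*, *Pgam2*, *Eno3* and *Cox7a1* in CPM (vertical log axis) for each of the 3 *Ampkα1 fl/fl* mice (grey) and the 3 *LysM-Cre; Ampkα1 fl/fl* mice (red), with a symbol for each replicate number and a line at the group mean. In each gene the third *Ampkα1 fl/fl* mouse lies above the second *LysM-Cre; Ampkα1 fl/fl* mouse, as for *Fbp2* with 3.51 against 1.51 CPM. Within each same-numbered pair the *LysM-Cre; Ampkα1 fl/fl* mouse lies above, as for *Fbp2* with 8.92 against 0.21, 1.51 against 0.6 and 15.57 against 3.51 CPM.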

A previous study indicated that FBP2 is a key enzyme that limits gluconeogenesis, antagonizes glycolysis, and reduces glucose uptake 23. Validation through western blotting and immunofluorescence staining confirmed that a consistent upregulation of FBP2 protein expression within tendon tissues of the *LysM-Cre; Ampkα1^fl/^*^fl^ group (Fig. 3E, F). Meanwhile, we observed the co-localization of FBP2 and tendon-specific markers (SCX, CD146, and CD90) in damaged tissues, which are markers of TSPCs (Fig. 3F, G and Fig. S6). The results revealed that, compared to the *Ampkα1^fl/fl^* group, FBP2 expression was significantly upregulated in the *LysM-Cre; Ampkα1^fl/fl^* group after tendon injury. To further investigate FBP2 expression specifically in TSPCs, we isolated cells from injured tendon tissues in both groups. We confirmed that *Fbp2* was upregulated in the TSPCs of the *LysM-Cre; Ampkα1^fl/fl^* group at the mRNA level compared to controls, while no obvious change at the gene level was detected in *Fbp1*, an isozyme of FBP2 (Fig. 3H). Consistently, immunofluorescence staining certified markedly higher FBP2 protein levels in TSPCs from the *LysM-Cre; Ampkα1^fl/fl^* group than in controls (Fig. 3I, J).

### Elevated TNF-α in tendon niche increased FBP2 levels in a PI3K/AKT-dependent manner

Macrophages primarily modulate tissue repair through paracrine cytokines. Consistent with this, the above results showed that tendon and BMDMs from *LysM-Cre; Ampkα1^fl/fl^* mice displayed the persistently elevated levels of the pro-inflammatory factors TNF-α and IL-6 (Fig. 2K and Fig. S4E, F). Notably, our previous study demonstrated that TNF-α stimulation impairs the differentiation capacity of TSPCs 28. Build on this observation, we next investigated whether TNF-α drives the TSPC dysfunction seen in AMPKα1-deficient mice and simultaneously probed the downstream signaling mechanisms underlying this effect. Upon TNF-α treatment, mRNA expression of tendon marker genes *Tnmd* and *Col1* significantly decreased (Fig. 4A). Sirius Red staining also showed that TNF-a stimulation reduced the collagen matrix secretion (Fig. 4B, C).

Simultaneously, we found that exposure to TNF-α markedly increased FBP2 expression in TSPCs relative to untreated controls (Fig. 4D-F). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis further showed that genes upregulated in the *LysM-Cre; Ampkα1^fl/fl^* tendons were significantly enriched in the PI3K/AKT signaling pathway (Fig. 4G). 

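The deposited table carries no KEGG annotation, and a hand-written list of PI3K-Akt pathway genes (173 genes, 168 of them tested), which is not the full KEGG pathway, stood in for it. Of the genes upregulated in the *LysM-Cre; Ampkα1 fl/fl* group in edgeR, 0 of 47 belonged to the list, against 1.18% of all genes tested, or 0.554 genes expected by chance (odds ratio 0, Fisher's exact test, one-sided, adjusted p = 1). In the list, 49 genes had an unadjusted p under 0.05 in edgeR, and 104 of the 168 were lower in the *LysM-Cre; Ampkα1 fl/fl* group. Blocked by replicate number, 0 of 11 upregulated genes belonged to the list. Among the upregulated genes called by DESeq2, 9 of 304 did (odds ratio 2.70, Fisher's exact test adjusted p = 0.0283, against 1 under each other alternative). Among the downregulated genes, the list held 2 of 81 edgeR calls (odds ratio 2.14, Fisher's exact test adjusted p = 0.659) and 14 of 381 DESeq2 calls (odds ratio 3.47, Fisher's exact test adjusted p = 0.000439). Its enrichment score was -1.52 (adjusted p = 0.0144 from permutations of genes), and -1.50 with the block. The tests that use the samples did not pass, with an adjusted p of 0.129 from limma's fry and 0.504 from camera. When the 55 collagen, laminin, integrin and other matrix genes were taken out of the list, a combination chosen after seeing the data, 2 of the upregulated DESeq2 calls remained (odds ratio 0.833, Fisher's exact test adjusted p = 1). *Akt1* had 344 ± 25.2 CPM in the *Ampkα1 fl/fl* group and 333 ± 2.93 CPM in the *LysM-Cre; Ampkα1 fl/fl* group (SD, n = 3), a log2 fold change of -0.05 (standard error 0.07, edgeR adjusted p = 0.812). The largest change in the list was in *Ibsp*, a bone matrix gene, with 165, 91 and 24 reads in the *Ampkα1 fl/fl* mice and 0, 3 and 3 reads in the *LysM-Cre; Ampkα1 fl/fl* mice (at least 31.1-fold lower, edgeR adjusted p = 0.0638). That bound uses the mean of the *Ampkα1 fl/fl* group, whose mice differed widely, and is smaller against the third mouse alone. *Itgb6* and *Prkaa2* rose by log2 fold changes of 1.36 (standard error 0.78, edgeR adjusted p = 0.49) and 1.26 (standard error 0.79, edgeR adjusted p = 0.526), and with the skeletal muscle score as a covariate these were -0.30 and -0.36. *Fgf10* had a log2 fold change of -1.24 (standard error 0.24, edgeR adjusted p = 0.0824).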

Meanwhile, immunofluorescent staining results confirmed that compared to the *Ampkα1^fl/fl^* group, AKT activation of TSPCs was significantly increased in the *LysM-Cre; Ampkα1^fl/fl^* group after tendon injury (Fig. 4H, I). It has been shown that TNF-α can drive metabolic reprogramming by promoting signaling through PI3K/AKT, which deteriorates the stem-cell state and cellular differentiation 34, 35. To explore whether TNF-α affects FBP2 expression through the PI3K/AKT pathway, we applied the PI3K/AKT pathway inhibitor LY294002. The results revealed that PI3K/AKT was significantly inhibited by LY294002, and the expression of FBP2 was simultaneously inhibited (Fig. 4J-M). To directly validate the essential role of TNF-α in the proposed signaling axis, we have now performed additional rescue experiments using a TNF-α neutralizing antibody. Specifically, conditioned medium from AMPKα1-deficient macrophages was treated with an anti-TNF-α antibody prior to incubation with TSPCs. The results demonstrate that neutralization of TNF-α markedly attenuates the upregulation of FBP2 induced by AMPKα1-deficient macrophage-conditioned medium (Fig. S7A-D). Taken together, these findings indicate that AMPKα1 deletion in macrophages during tendon repair leads to high TNF-α expression, whereas the resulting high TNF-α levels within the tendon niche further cause AKT activation and FBP2 overexpression, deteriorating the tendon stem cell state.

### Knockdown of Fbp2 enhances TSPC function *in vitro*

We explored the regulatory role of FBP2 in proliferation, migration, and differentiation. We utilized small interfering RNA (siRNA) to silence the expression of *Fbp2* in TSPCs (si *Fbp2*). siRNA (NC) was used as a control. Preliminary experiments confirmed that siRNA treatment significantly reduced FBP2 levels (Fig. S8A, B). Then, immunofluorescence staining results demonstrated that *Fbp2* knockdown significantly increased the proportion of Ki67^+^ cell proportions in both *LysM-Cre; Ampkα1^fl/fl^* TSPCs and *Ampkα1^fl/fl^* group, thereby enhancing cell proliferation capacity (Fig. 5A, B). Moreover, wound healing experiments indicated that the knockdown of *Fbp2* accelerated TSPC growth after scratching (Fig. 5C, D). Subsequently, the tenogenic differentiation capacity of TSPCs after knockdown was assessed. Western blotting results revealed that there was a remarkable declination in COL1 protein expression in TSPCs from* LysM-Cre; Ampkα1^fl/fl^* mice, which was reversed by the *Fbp2* knockdown (Fig. 5E). Furthermore, Sirius Red staining results demonstrated that the *Fbp2* knockdown remarkably restore the impaired tenogenic differentiation capacity of TSPCs from *LysM-Cre; Ampkα1^fl/fl^* mice, as evidenced by a significant increase in the proportion of positively stained areas in cells transfected with si *Fbp2* (Fig. 5F, G). Collectively, these findings suggest that the knockdown of *Fbp2* enhances the proliferation, migration, and tendon differentiation of TSPCs.

### FBP2 leads to mitochondrial dysfunction and suppression of mitochondrial biogenesis

To address whether the effects of FBP2 on TSPCs are mediated by its enzymatic activity and downstream metabolites, we first focused on its canonical catalytic function. Specifically, we measured the levels of fructose-6-phosphate (F-6-P), the direct metabolic product of FBP2, and confirmed that FBP2 overexpression significantly increased intracellular F-6-P levels (Fig. S9A). To further determine whether this metabolite mediates the biological effects of FBP2, we examined the effects of exogenous F-6-P on TSPC proliferation and differentiation. However, exogenous supplementation of F-6-P to TSPCs did not significantly affect their proliferation or differentiation capacity, indicating that FBP2 may exert its effects through a non-enzymatic mechanism (Fig. S9 B-D). Indeed, emerging evidence suggests that FBP2 can regulate mitochondrial function via protein-protein interactions independent of its catalytic activity 36. To elucidate the specific mechanism by which FBP2 regulates TSPC function, we compared the mitochondrial biogenesis and function of TSPCs in *LysM-Cre; Ampkα1^fl/fl^* and *Ampkα1^fl/fl^* group and investigated the impact of *Fbp2* knockdown on TSPC mitochondria. Mitochondrial visualization of TSPCs and mitochondrial DNA content assays were performed.

The outcomes revealed that, compared to TSPCs of *Ampkα1^fl/fl^* mice, mitochondrial to nuclear DNA ratios were dramatically decreased in those of *LysM-Cre; Ampkα1^fl/fl^* mice (Fig. 6A-C). Simultaneously, *Fbp2* knockdown in TSPCs of *Ampkα1^fl/fl^* mice facilitated mitochondrial DNA and enhanced mitochondrial biogenesis. Furthermore, TEM images showed that most TSPC mitochondria in the *Ampkα1^fl/fl^* group exhibited integrated structures, whereas those in the *LysM-Cre; Ampkα1^fl/fl^* group, with elevated FBP2 expression, showed signs of swollen and fragmented mitochondria. In contrast, *Fbp2* knockdown ameliorated the mitochondrial morphological phenotype and maintained mitochondrial health and quality (Fig. 6D, E). We surmised that the observed variations in mitochondrial mass and function between the different TSPC groups could be attributed to the inflammation-related high reactive oxygen species (ROS) microenvironment, and these changes were significantly attenuated by *Fbp2* knockdown, indicating its protective role against oxidative stress-induced mitochondrial damage.

It was found that TSPCs from *LysM-Cre; Ampkα1^fl/fl^* mice exhibited the higher level of cellular and mitochondrial ROS compared with TSPCs from wild-type (WT) mice and displayed decreased mitochondrial membrane potential. Conversely, *Fbp2* knockdown restored mitochondrial function, as indicated by normalization of the mitochondrial membrane potential and reduced excessive ROS production (Fig. 6F, G and Fig. S10A-D). To further evaluate mitochondrial function, the basal oxygen consumption rate (OCR) was measured using a Seahorse analyzer. We found that the OCR of TSPCs from *LysM-Cre; Ampkα1^fl/fl^* mice were reduced, and knockdown of *Fbp2* significantly elevated the OCR over the control (Fig. 6H, I). To elucidate the molecular mechanisms by which FBP2 regulates mitochondrial biogenesis and function, we examined the expression of mitochondria-related regulators including peroxisomal proliferator-activated receptor gamma coactivator 1 alpha (PGC-1α), nuclear respiratory factor 1 (NRF1) and dynamin-related protein-1 (DRP1). Our findings identified that DRP1-activated mitochondrial damage and fragmentation were alleviated by knockdown of *Fbp2* (Fig. 6J and Fig. S10E). During this process, the knockdown of *Fbp2* also protects against mitochondrial oxidative by activating the PGC-1α/NRF-1 pathway, thereby restoring mitochondrial homeostasis and promoting mitochondrial biogenesis. Overall, these results indicate that FBP2 is a significant contributor to mitochondrial ROS production and subsequent mitochondrial impairment, which in turn adversely affects stem cell function (Fig. 6K).

### Fbp2 knockdown in TSPCs notably enhances tendon regeneration

To assess the effect of FBP2 on TSPC proliferation and tenogenic capacity *in vivo*, we used a biomimetic parallel collagen scaffold and loaded TSPCs with *Fbp2* knockdown 26*.* These cells were subcutaneously implanted into nude mice for *in vivo* functional validation (Fig. 7A). The grafts were harvested 8 weeks after implantation. HE staining and Masson's trichrome staining revealed that, in both the *Ampkα1^fl/fl^* group and *LysM-Cre; Ampkα1^fl/fl^* group TSPCs with *Fbp2* knockdown*,* the regenerated tendon tissue exhibited notably thicker and denser collagen fibers and deposited more collagen matrix than those in the NC group (Fig. 7B). Furthermore, TEM examination and Sirius Red staining confirmed that knocking down cellular *Fbp2* facilitated the formation of orderly arranged collagen fibers and deposited collagen type I with higher maturity (Fig. 7B, C). Moreover, the si *Fbp2* TSPCs showed a relatively higher proportion of TNC^+^ cells (~66% in *LysM-Cre; Ampkα1^fl/fl^* group; ~45% in* Ampkα1^fl/fl^* group) than the NC group (~48% in *LysM-Cre; Ampkα1^fl/fl^* group; ~32% in* Ampkα1^fl/fl^* group), the si *Fbp2* TSPCs showed a relatively higher proportion of FMOD^+^ cells (~54% in* LysM-Cre; Ampkα1^fl/fl^* group; ~38% in* Ampkα1^fl/fl^* group) than the NC group (~39% in* LysM-Cre; Ampkα1^fl/fl^* group; ~24% in* Ampkα1^fl/fl^* group). These results also implied that the knockdown of *Fbp2* could improve the tenogenic differentiation of TSPCs *in vivo* (Fig. 7D, E). Additionally, a greater percentage of SCX^+^Ki67^+^cells was observed in the regenerated tendon tissue of this group (Fig. 7F, G), which also confirmed that TSPCs after knocking down *Fbp2* have superior *in vivo* tenogenesis capacity.

Next, to further validate the role of FBP2 in tendon regeneration, an AAV vector carrying *Fbp2*-shRNA was injected into the tendon tissue of *LysM-Cre; Ampkα1^fl/fl^* mice and *Ampkα1^fl/fl^* mice after injury, while an AAV carrying an empty vector served as the control. RT-qPCR results suggested that *Fbp2*-shRNA decreased cellular *Fbp2* expression notably (Fig. S11A). Furthermore, gross observations revealed that both *LysM-Cre; Ampkα1^fl/fl^* mice and *Ampkα1^fl/fl^* mice transfected with *Fbp2*-shRNA retained the structural contour of tendons. In contrast, shRNA controls exhibited irregular and shrunken tendon surfaces at 4 and 8 weeks postoperatively (Fig. 7H). HE and Masson's trichrome staining revealed severe collagen disorganization in the tendons of the control groups. In contrast, tendons from the shRNA-*Fbp2* groups exhibited more aligned and thicker collagen fibers. The results suggest that local injection of *AAV*-*Fbp2-shRNA* effectively promoted tendon healing and improved healing quality at 4 and 8 weeks after the operation (Fig. 7I and Fig. S11B).

## Discussion

While AMPK has been implicated in tissue regeneration 19, 20, 37, the specific role of macrophage-derived AMPKα1 in tendon repair remains largely unexplored. In this study, we observed differential macrophage response between neonatal and adult tendons following injury and utilized transgenic mice to validate the impact of macrophage AMPKα1 activation on tendon regeneration. Additionally, transcriptomic sequencing analysis and *in vitro* experiments further elucidated the impact of macrophage AMPKα1 knockout on the biological functions of TSPCs and identified a novel regulating mechanism of the TNF-α/AKT/FBP2 axis in TSPCs, providing a new avenue of therapy for tendon repair. These findings provide potential regulatory targets and new insights into the regulation of TSPC function, as well as tendon tissue regeneration and repair.

It is well known that many human tissues and organs, such as the myocardium and spinal cord, exhibit strong regenerative capacity during the neonatal period, which declines markedly with age 4, 38. *Aurora* et al. observed different subtypes of macrophages in neonatal mice after myocardial infarction; however, the differences between neonatal and adult macrophages, as well as the mechanisms regulating these differences, remain to be determined 39. Our data suggest that AMPKα1 participates in regulating the differential changes in the function and phenotype of neonatal and adult macrophages and further elucidate the substantial role of macrophage AMPKα1 in tendon repair. Here, we used LysM-Cre transgenic mice to generate mice deficient in AMPKα1 in BMDMs. However, monocyte-derived macrophages do not necessarily represent all types of macrophages *in vivo*, and the LysM-Cre system deletes AMPKα1 from all myeloid cells—not only macrophages but also monocytes and granulocytes. In addition, during the process of injury, various components within the tendon tissue, including endothelial cells, TSPCs, other immune cells, and even local macrophages from neighboring tissues, such as calf muscle, participate in the entirety of injury regeneration and repair. While previous studies have shown that macrophage polarization influences tendon regeneration via soluble factors, other signaling pathways including STAT3, NF-κB and WNT, and extracellular vesicles, our findings reveal that AMPKα1 deficiency in macrophages not only promotes a pro-inflammatory phenotype but also disrupts TNF-FBP2 signaling in TSPCs. This non-enzymatic function of FBP2 links inflammatory signaling to mitochondrial metabolism, providing a mechanistic bridge between immune regulation and tendon repair.

Moreover, we identified *Fbp2* as a novel candidate gene in TSPCs that responds to macrophage-derived inflammatory signals, such as TNF-α, and mediates TSPC dysfunction. Recently, FBP2 has emerged as a prominent target enzyme in energy metabolism 23, 40, 41. Beyond its role as a rate-limiting enzyme in gluconeogenesis involved in glucose metabolism, FBP2 also has various functions, such as participation in mitochondrial biogenesis, cell cycle regulation, and transcriptional activation of hypoxia-inducible factors, among other biological processes 42, 43. In our study, we found no obvious changes at the gene level in FBP1, an isozyme of FBP2. We speculate that this could be attributed to the different distributions of the two isozymes: FBP1 is primarily detected in the liver and kidney, whereas FBP2 expression is more ubiquitous in tissues 44. Additionally, emerging evidence suggests that FBP2 can undergo conformational changes and regulate mitochondrial function via protein-protein interactions independent of its catalytic activity 36. While our data collectively support a non-enzymatic, regulatory role for FBP2 in mitochondrial homeostasis, we acknowledge that the precise molecular mechanism, particularly its potential non-enzymatic interactions, has not been fully elucidated. Moreover, future studies using stable genetic models or conditional *Fbp2* knockout strategies will be necessary to fully evaluate the long-term and inflammation-resistant effects of FBP2 depletion in TSPCs.

Mitochondria regulate a variety of cellular processes that are closely associated with tissue injury and repair, such as cell death, proliferation and differentiation, metabolic adaptation, and inflammation 45, 46. After tissue injury, excessive mitochondrial fission mediated by DRP1 mitochondrial translocation can lead to mitochondrial dysfunction 47, resulting in reduced ATP synthesis, massive ROS accumulation, reduced mitochondrial membrane potential, and ultimately leading to TSPC dysfunction 48, 49. Here, we demonstrated that TSPCs isolated from *LysM-Cre; Ampkα1^fl/fl^* mice displayed high expression of ROS and mitochondrial dysfunction, mainly caused by macrophage AMPKα1 depletion-induced immune imbalance. Notably, suppression of DRP1 hyperactivation attenuated these abnormal events in *Fbp2* knockdown experiments. Mitochondrial biogenesis is a genetically regulated program for mitochondrial proliferation during cell division and cellular stress, and stimulation of mitochondrial biogenesis has been demonstrated to facilitate tissue recovery after injury 50, 51. We also reported that *Fbp2* knockdown successfully restored the mitochondrial biogenic function by increasing the expression of PGC-1α and NRF1 proteins. PGC-1α is the master regulator of mitochondrial biogenesis that regulates metabolic rewiring in the face of different environmental cues and metabolic demand 52. Among these, PGC-1α-regulated targets related to mitochondrial biogenesis include the NRF1 and NRF2 and mitochondrial transcription factor A 46. Hence, activation of PGC-1α can promote the expression of mitochondrial biogenesis, increase mitochondrial mass, and reduce mitochondrial ROS levels. Moreover, one limitation of the present study is the lack of functional assessments. Beyond structural evaluation, functional indices including mechanical testing and gait analysis will be considered in future work to further validate tendon healing outcomes.

Overall, this study demonstrates that specific knockout of macrophage *Ampkα1* restricts the transition of the macrophage anti-inflammatory phenotype during tendon regeneration. Furthermore, it affects the mitochondrial function of TSPCs by regulating the key glycolytic enzyme, FBP2, thereby reducing cell stemness and tendon differentiation potential. In summary, the research elucidates the mechanism by which macrophage AMPKα1 influences tendon regeneration, identifying and deciphering novel targets for regulating stem cell and tendon regeneration capacity.

## Supplementary Material

Supplementary methods, figures and tables.

## Figures and Tables

**Figure 1:**
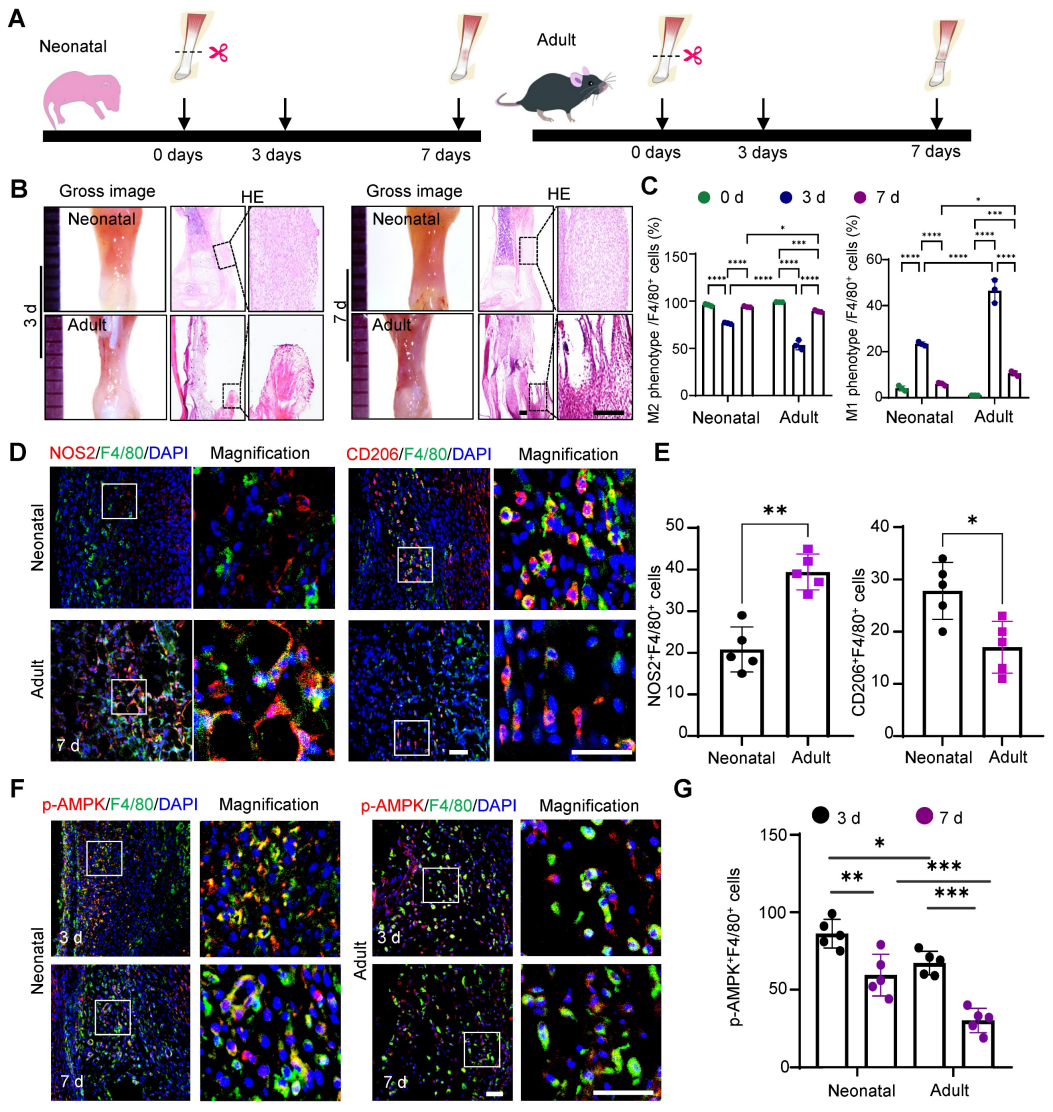
Differential activation of macrophage AMPKα1 during neonatal and adult tendon injury processes. **(A)** Schematic image of the transected tendon model in newborn and adult mice. **(B)** Gross view and HE staining of tendon in newborn and adult mice at 3 and 7 days after injury. Scale bars: 200 µm. **(C)** Quantitative flow cytometry results of M1 (CD45^+^CD11b^+^F4/80^+^CD206^-^) and M2 (CD45^+^CD11b^+^F4/80^+^CD206^+^) in the tendon tissue of newborn and adult mice at 0, 3 and 7 days after injury (*n* = 3). **(D)** Immunofluorescent co-staining of NOS2 or CD206 (red) with F4/80 (green) in tendon derived from newborn and adult mice at 7 days after injury. Scale bars: 50 µm. **(E)** Left: number of NOS2 and F4/80 double-positive cells among F4/80-positive cells. Right: number of CD206 and F4/80 double-positive cells among F4/80-positive cells at 7 days (*n* = 5). **(F)** Immunofluorescent co-staining of p-AMPK (red) with F4/80 (green) in tendon derived from newborn and adult mice at 3 and 7 days after injury. Scale bars: 50 µm. **(G)** Number of p-AMPK and F4/80 double-positive cells among F4/80-positive cells at 3 and 7 days after injury (*n* = 5). * p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

**Figure 2:**
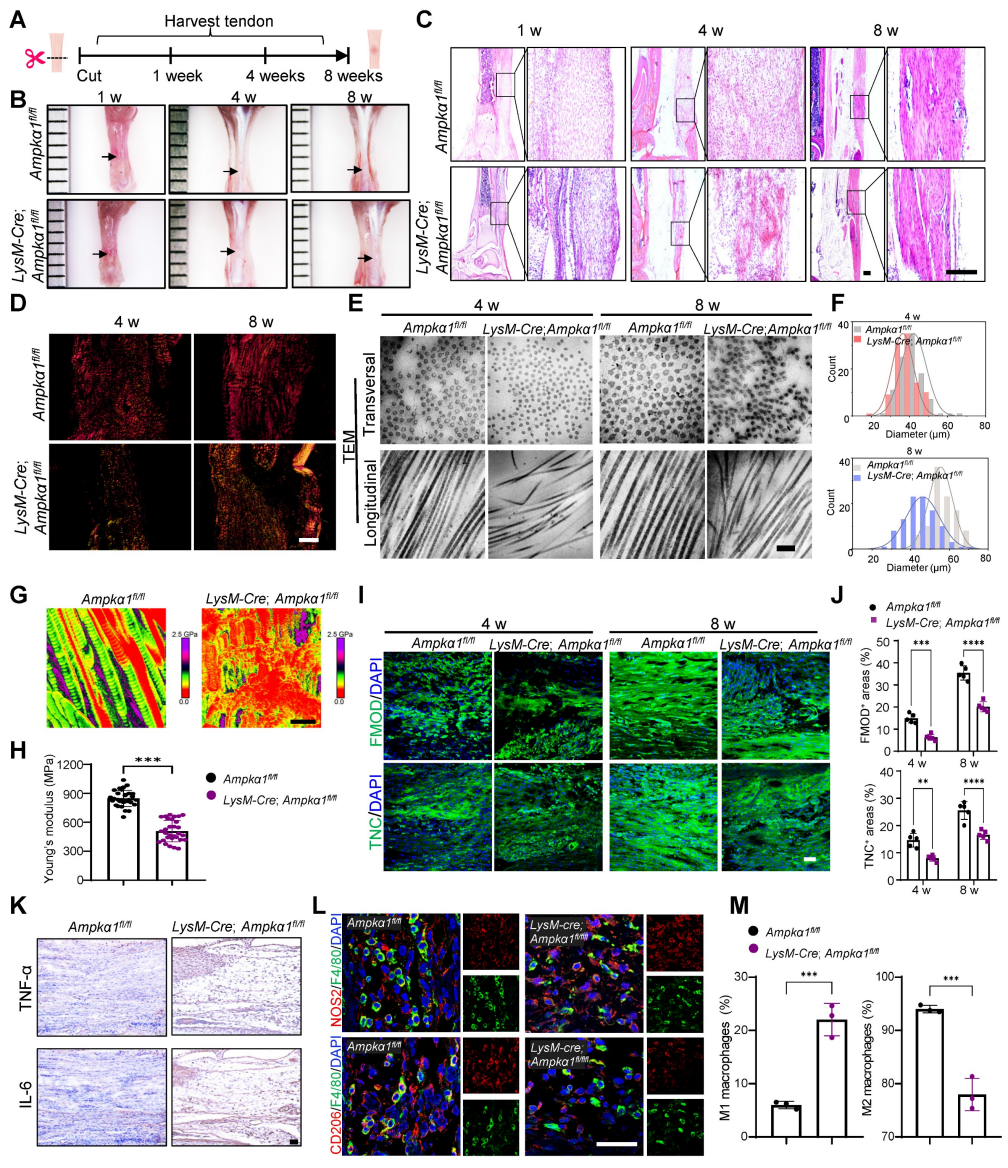
Macrophage AMPKα1 deficiency impairs tendon regeneration and repair capacity.** (A)** Scheme depicting of construction of the *LysM-Cre; Ampkα1^fl/fl^* mice and littermate control mice (*Ampkα1^fl/fl^*), along with a schematic image of the transected tendon model. **(B)** Gross view of tendon from *LysM-Cre; Ampkα1^fl/fl^* and control mice at 1-, 4- and 8-week after injury. Black arrows point to areas of tendon tissue damage.** (C)** Representative HE staining of the tendon from *LysM-Cre; Ampkα1^fl/fl^* and control mice at 1-, 4- and 8-week postoperatively. Scale bars: 200 µm. **(D)** Representative Sirius red staining images of tendon from *LysM-Cre; Ampkα1^fl/fl^* and control mice at 4 and 8 weeks postoperatively, imaged using a polarized light microscope. Type I fibers (thick fibers, yellow-orange); Type III fibers (thin fibers, green). Scale bars: 100 µm. **(E)** Representative transmission electron microscopic (TEM) images illustrating the microstructural characteristic of regenerated collagen fibers in the control and* LysM-Cre; Ampkα1^fl/fl^* group at 4 and 8 weeks after injury. Scale bars: 200 nm. **(F)** Frequency distribution profiles of fibril diameter in the tendon of control and* LysM-Cre; Ampkα1^fl/fl^* group at 4 and 8 weeks after injury. **(G)** Representative atomic force microscope images of the tendon from *LysM-Cre; Ampkα1^fl/fl^* and control mice at 8-week postoperatively. Scale bars: 400 nm.** (H)** Young's modulus of the tendon from *LysM-Cre; Ampkα1^fl/fl^* and control mice. **(I)** Immunofluorescent staining of TNC and FMOD in tendon derived from control and *LysM-Cre; Ampkα1^fl/fl^* mice at 4 and 8 weeks after injury. Scale bars: 50 µm. **(J)** Quantitative analysis of immunofluorescence staining of FMOD and TNC (*n* = 5).** (K)** Immunohistochemical staining of IL-6 and TNF-α in tendon derived from control and *LysM-Cre; Ampkα1^fl/fl^* mice at 1 week after injury. Scale bars: 200 µm. **(L)** Immunofluorescent detection of F4/80 and CD206 in tendon derived from control and *LysM-Cre; Ampkα1^fl/fl^* mice at 1 week after injury. Scale bars: 50 µm. **(M)** Flow cytometry analysis of the percentage of CD45^+^CD11b^+^F4/80^+^CD206^+^ macrophages and CD45^+^CD11b^+^F4/80^+^CD206^-^ macrophages in the tendon of control and *LysM-Cre; Ampkα1^fl/fl^* mice at 1 week after injury (*n* = 3). **p < 0.01, ***p < 0.001, and ****p < 0.0001.

**Figure 3:**
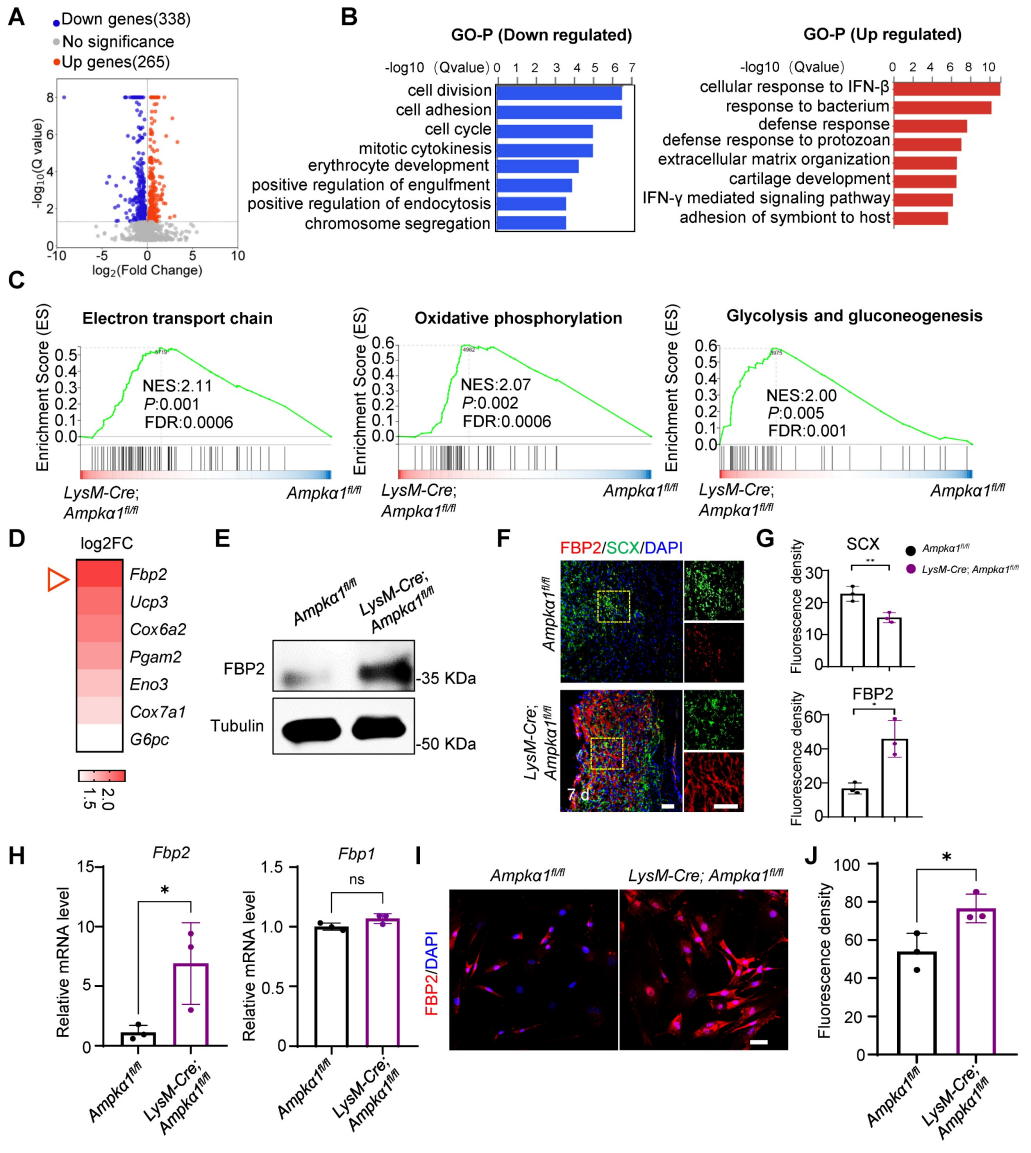
The enhanced expression of FBP2 in tendon tissue of *LysM-Cre; Ampkα1^fl/fl^* mice after injury. **(A)** Volcano plots visualizing the gene expression for up/down-regulated genes in *LysM-Cre; Ampkα1^fl/fl^* tendon tissue relative to control tissue after injury (*n* = 3). **(B)** Gene Ontology Biological Process (GO-BP) analysis of down- (left) and upregulated (right) genes (Top 10 biological pathways). **(C)** GSEA enrichment curves (based on WikiPathways database) depicting the three most significant enriched upregulated pathways. **(D)** The heatmap displaying genes ranked by log_2_FC values in (C). **(E)** Western blotting analysis of FBP2 expression in the tendon tissue of control and *LysM-Cre; Ampkα1^fl/fl^* mice after injury. **(F)** Location of FBP2 in the TSPCs by immunofluorescence staining.** (G)** Quantification of FBP2 and SCX fluorescent intensity (*n* = 3). **(H)**The expression of *Fbp2*, and *Fbp1* in TSPCs was evaluated by RT-PCR analysis (*n* = 3). **(I)** Immunofluorescence staining results showed the protein expression levels of FBP2 (red) in TSPCs derived from *LysM-Cre; Ampkα1^fl/fl^* group, compared to the control TSPCs. Scale bars: 20 µm. **(J)** Quantification of FBP2 fluorescent intensity (*n* = 3). ns: no significance; *p < 0.05 and **p < 0.01.

**Figure 4:**
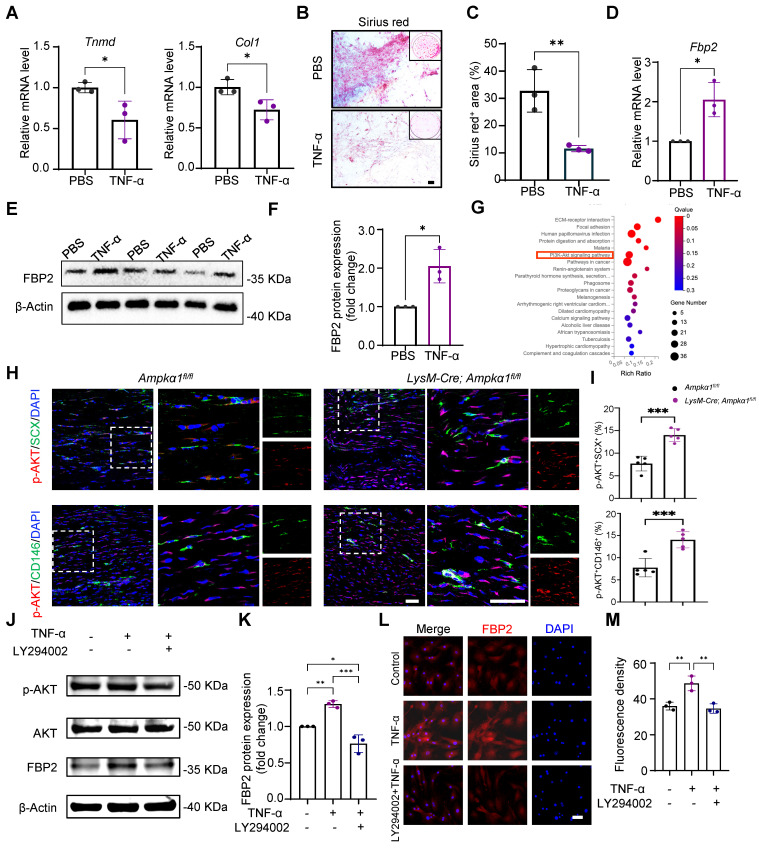
TNF-α increased FBP2 levels through PI3K /AKT signaling.** (A)** The expression of *Tnmd*, and *Col1* in TSPCs stimulated by TNF-α was evaluated by RT-PCR analysis (*n* = 3). **(B)** Photomicrographs of Sirius red staining of TSPCs stimulated by TNF-α for 10 days after tenogenic differentiation induction. Scale bars: 200 µm. **(C)** Quantification of Sirius red-positive areas (*n* = 3). **(D)** The expression of *Fbp2* in TSPCs stimulated by TNF-α was evaluated by RT-PCR analysis (*n* = 3). **(E)** Western blotting analysis of FBP2 expression in TSPCs stimulated by TNF-α. **(F)** Quantification of western blotting results in (E). **(G)** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of upregulated genes of *LysM-Cre; Ampkα1^fl/fl^* group compared with control group. **(H)** Immunofluorescence staining results showed the protein expression levels of p-AKT (red) in TSPCs (green) of *LysM-Cre; Ampkα1^fl/fl^* group and control group. Scale bars: 50 µm. **(I)** Quantification analysis of p-AKT^+^SCX^+^-positive cells and p-AKT^+^CD146^+^-positive cells (*n* = 5). **(J)** Western blotting analysis of p-AKT, AKT and FBP2 expression in TSPCs stimulated by TNF-α and/or LY294002. **(K)** Quantification of western blotting results in (J) (*n* = 3). **(L)** Immunofluorescence staining results showed the protein expression levels of FBP2 (red) in TSPCs stimulated by TNF-α and/or LY294002. Scale bars:50 µm. **(M)** Quantification of FBP2 fluorescent intensity (*n* = 3). *p < 0.05, **p < 0.01 and ***p < 0.001.

**Figure 5:**
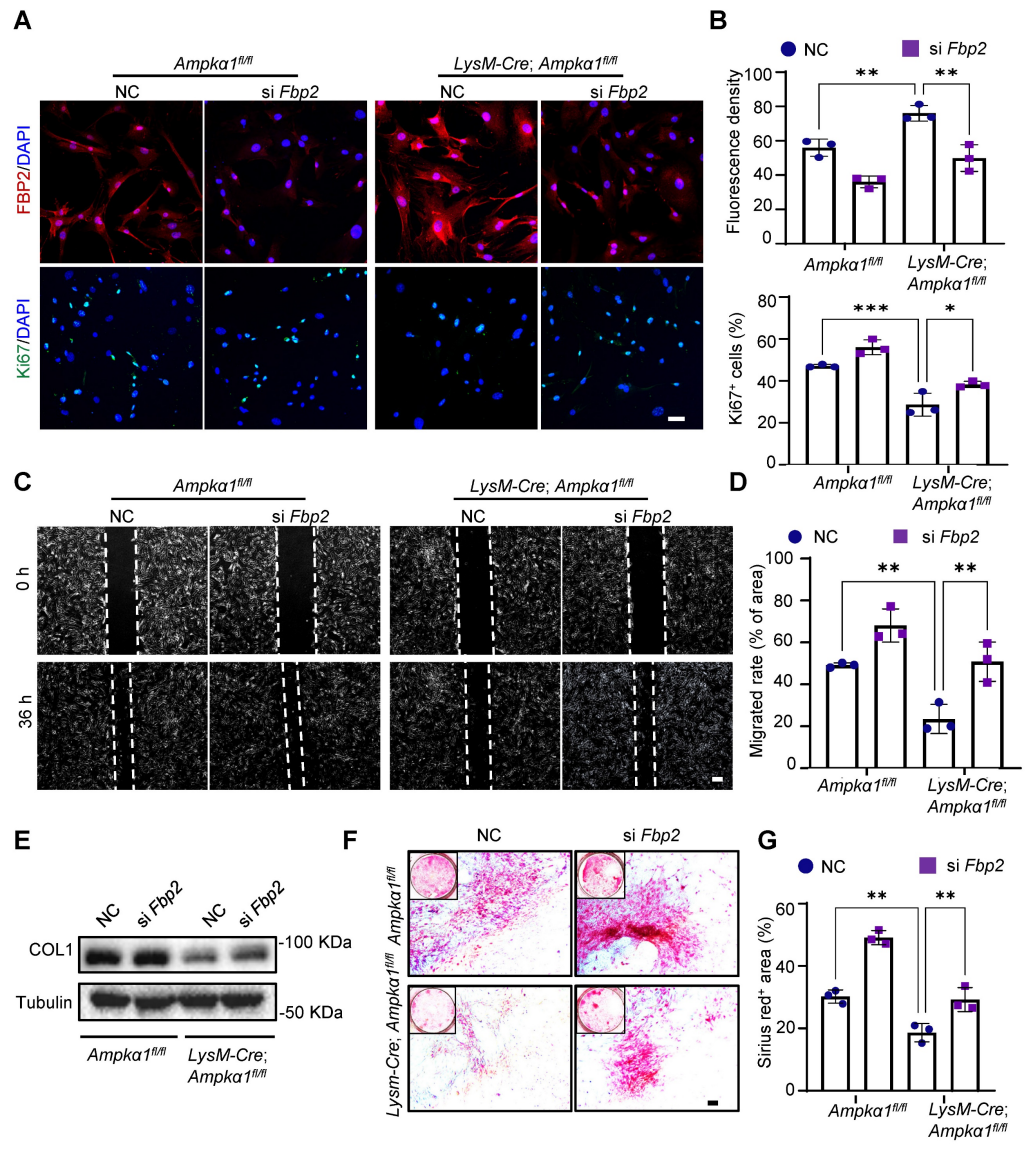
Knockdown of *Fbp2* promotes proliferation, migration, and differentiation capacity of TSPCs *in vitro*. **(A)** Immunofluorescence staining results showed the protein expression levels of FBP2 (red) and Ki67 (green) in Fbp2-knockdown TSPCs, compared to NC group. Scale bars: 20 µm. **(B)** Quantification of ratio of Ki67 positive cells and FBP2 fluorescent intensity (*n* = 3). **(C)** Representative images of the wound-healing assay of the TSPCs transfected with si *Fbp2* at 0 h and 36 h post-scratch. Scale bars: 200 µm. **(D)** The percentage of recovered area in scratch assay (*n* = 3). **(E)** Western blotting analysis of COL1 expression in TSPCs transfected with si *Fbp2*. **(F)** Photomicrographs of Sirius red staining of TSPCs transfected with si *Fbp2* were cultured for 10 days after tenogenic differentiation induction, the collagen fibers were stained red. Scale bars: 200 µm. **(G)** Quantification of Sirius red-positive areas (*n* = 3). *p < 0.05, **p < 0.01, and ***p < 0.001.

**Figure 6:**
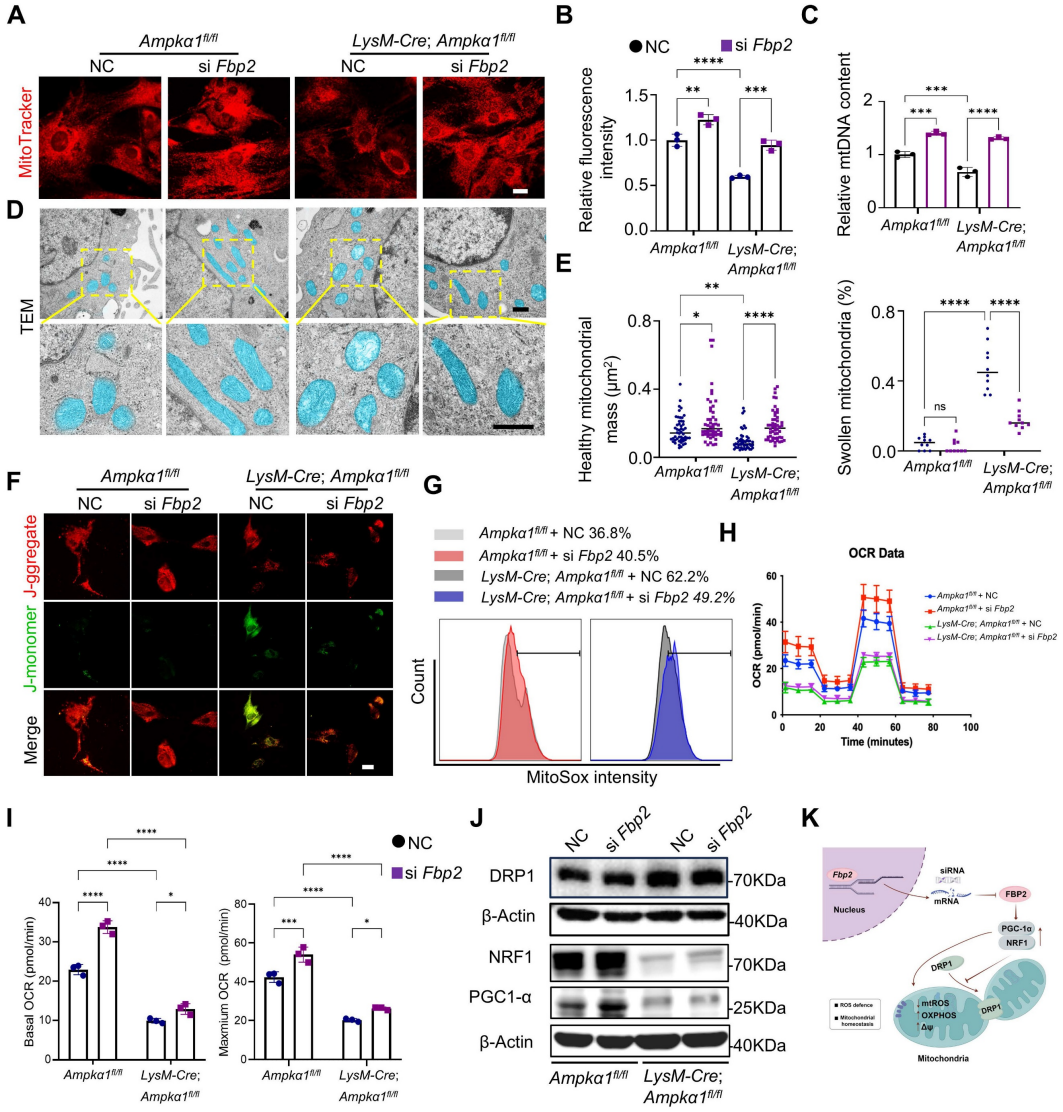
Downregulation of FBP2 promotes mitochondrial biogenesis and functions.** (A)** TSPCs transfected with si NC and si *Fbp2* were stained with MitoTraker Red. Scale bars: 50 µm. **(B)** Quantitative analysis of fluorescence staining of MitoTracker (*n* = 3). **(C)** mtDNA content was determined by quantitative PCR (*n* = 3). mtDNA: mitochondrial DNA. **(D)** Pseudo-colored serial TEM images of TSPCs transfected with si NC and si *Fbp2.* Blue: mitochondria. Below: magnified view of yellow frame. Scale bars: 500 nm. **(E)** Quantitative analysis of mitochondria. Left: the number of healthy mitochondria. Right: the percentage of swollen mitochondria. **(F)** Representative JC1 fluorescence images of TSPCs transfected with si NC and si *Fbp2.* Red: JC1 dye in aggregated forms. Green: JC1 dye in monomeric forms. Scale bars: 50 µm. **(G)** TSPCs were labeled with MitoSOX Red, and MitoSOX Red fluorescence was analyzed using flow cytometry. **(H)** The levels of mitochondrial oxygen consumption rate (OCR) in TSPCs with different treatment (*n* = 3). **(I)** Quantitative data of OCR (*n* = 3). **(J)** Western blotting analysis of DRP1, NRF1, and PGC-1α expression in TSPCs transfected with si NC and si *Fbp2*. **(K)** Schematic illustration of the mechanism of action of FBP2 at the mitochondria in TSPCs. This figure was created using Figdraw. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

**Figure 7:**
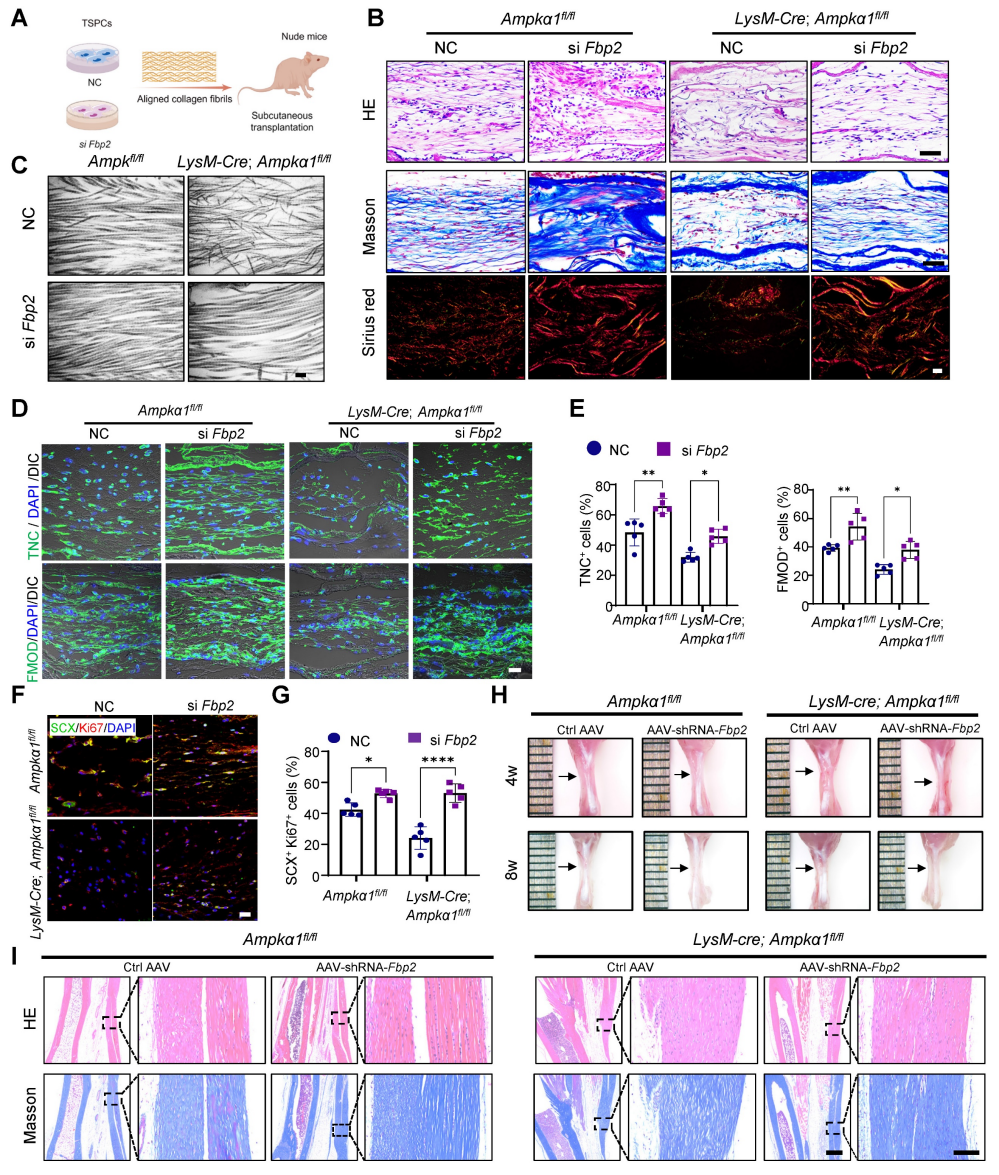
*Fbp2* knockdown in TSPCs notably enhances tendon regeneration. **(A)** Schematic illustration showing TSPCs transfected with si *Fbp2* were loaded onto scaffolds and implanted in the subcutaneous space of nude mice. This figure was created using Figdraw. **(B)** Representative images for HE (top), Masson (middle), and Sirius red staining (polarized light) of newborn tendon-like tissue at 8 weeks after implantation. Scale bars: 50 µm. **(C)** Representative TEM images of newborn tendon-like tissue at 8 weeks after implantation. Scale bars: 200 nm. **(D)** Immunofluorescent staining of TNC and FMOD in newborn tendon-like tissue at 8 weeks after implantation. DIC: differential interference contrast. Scale bars: 20 µm. **(E)** Quantitative analysis of immunofluorescence staining of TNC and FMOD (*n* = 5). **(F)** Immunofluorescent staining of the colocalization of SCX (green) and Ki67 (red) in newborn tendon-like tissue at 8 weeks after implantation. Scale bars: 20 µm. **(G)** Quantitative analysis of immunofluorescence staining of SCX and Ki67 double-positive cells (*n* = 5). **(H)** Gross view of tendon from *LysM-Cre; Ampkα1^fl/fl^* and *Ampkα1^fl/fl^* mice injected with *AAV-Fbp2-shRNA* and control *AAV*-*shRNA* at 4 and 8 weeks after injury. **(I)** Representative HE staining and Masson trichrome staining of the tendon from *LysM-Cre; Ampkα1^fl/fl^* mice and* Ampkα1^fl/fl^* mice injected with *AAV-Fbp2-shRNA* and control *AAV*-*shRNA* at 8 weeks after injury. Low magnification image scale bars: 500 μm; high magnification image scale bars: 100 μm. *p < 0.05, **p < 0.01, and ****p < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

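RNA sequencing of injured Achilles tendon tissue was re-analysed for 3 *LysM-Cre; Ampkα1 fl/fl* mice and 3 *Ampkα1 fl/fl* mice, all neonatal and collected 7 days after injury. The day and the age come from the paper, and the genotype and the replicate number of each library from the sample labels. The paper's other assays were not analysed here.

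The libraries were made and sequenced at BGI. For each of 65053 RefSeq transcripts and each mouse, the authors deposited an estimated count of reads, which is not normalized and need not be a whole number. They also deposited TPM values, which the authors scaled to transcript length and to the same total in each library. Another set of values, the authors' normalized count, is a signal that equals the estimated count rounded up and multiplied by 1 factor per library. How the authors found that factor, and which aligner, counting tool, genome build and annotation they used, is not stated in the paper's main text. The supplementary methods were not read here. The paper's statistics section names unpaired tests for quantitative data, without naming a test for sequencing counts. In addition, 6 FPKM columns and 8 columns of group averages were not used here.

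The estimated counts were summed over the transcripts of each gene and rounded to whole reads, which gave 18099 genes. Of these, 18049 (99.72%) were matched to a symbol through NCBI Gene identifiers in the RefSeq annotation of GRCm38.p6, which was used for names and for which genes neighbour each other. Totals were between 18170082 and 18858366 reads in the *Ampkα1 fl/fl* group (median 18244464) and between 18076805 and 19479880 in the *LysM-Cre; Ampkα1 fl/fl* group (median 18852311). The 10 most abundant genes of a library took between 17.2% and 18.4% of its reads. At these totals a gene with 3 reads or fewer in every library of a group was treated as at the floor, and a fold against that group is given as a lower bound. Intervals of this kind cover counting error only.

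Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test) on 14261 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. The threshold follows Fig. 3A, which marks genes by q value. Standard errors are the estimate divided by the square root of the F statistic. For a single gene or list, an exact permutation test of the 6 libraries, two-sided, was computed on log2(CPM + 0.5) for genes and on mean log2 CPM (prior count 2) for lists. Gene lists were ranked by the signed square root of the F statistic and tested with fgsea 1.28.0 (10000 permutations, seed 1), with limma 3.58.1 (camera and fry) as tests that use the samples. Overlaps of lists with called genes were tested with Fisher's exact test, one-sided, against all genes tested. The lists were written by hand, as the WikiPathways, Gene Ontology and KEGG sets of the paper were not used here. Reactome pathways came with fgsea, and 858 with 10 to 500 members tested were used. The list of genes encoded in mitochondria is void, because 0 of its 14 genes are in the table.

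On simulated counts for the 14261 genes with 200 genes changed by a log2 fold change of 1, the edgeR test recovered 118 of the changed genes (59%), and 4.1% of its calls were false. DESeq2 1.42.0 recovered 142 (71%) with 20.2% false calls, and edgeR with the replicate block 109 (54.5%) with 9.9% false calls. The counts were drawn once, independently for each gene, with dispersions that edgeR estimated and no replicate effect. Variation shared between genes is missing from them, so these rates may not hold in the real libraries. A list of 40 changed genes had an enrichment score of 3.28 and a list of 40 unchanged genes 0.89.

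The genes named in the text were chosen by a rule: every gene the paper names, the targeted gene and the Cre locus, the 5 upregulated and the 5 downregulated genes with the largest change among those called whose groups do not overlap, and up to 5 members of a list with the largest change. Genes named outside the rule are marked as such. The main test, this rule, most lists and most alternatives were fixed before the data were examined. The list of resident macrophage genes was written later. The tests of Y-linked genes and the lists shortened by genes shared with others or with Fig. 3D were also chosen later. The alternatives were DESeq2, RLE and upper-quartile scaling, no filter on low counts, at least 10 counts in every sample, a minimum absolute log2 fold change of 1, the replicate number as a block, a skeletal muscle score as a covariate, and leaving out each mouse in turn. For gene lists they were ranking by log2 fold change, camera, fry, the nearest Reactome pathway and the list without muscle isoforms. For PI3K-Akt they were DESeq2 calls, another background, a fold-change threshold and a list without matrix genes. The authors' factors, single transcripts and the DESeq2 calls with the shortened PI3K-Akt list were added after seeing the data. The pairing of libraries comes from the replicate numbers in the labels, and the mean correlation of 0.204 between same-numbered libraries led to block results being given beside the main results. Whether same-numbered libraries shared a litter or batch is not known, so the pairs may be arbitrary.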

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

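The tests of the Y-linked genes, of *Lyz2*, the comparison of *Fbp2* with each contractile gene, and the lists shortened by genes they share with others or with Fig. 3D, were chosen only after those results had been seen. The margins by which the tests in this part were read, such as how small a change counts as none, were set after most values were known. GC content and gene length were not tested.

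Genes of the contractile apparatus of skeletal muscle, which the paper does not discuss, were higher in the *LysM-Cre; Ampkα1 fl/fl* libraries. Their median log2 fold change was 1.85, and 42 of 43 genes were higher. Their mean log2 CPM was 1.85, 3.32 and 5.59 in the *Ampkα1 fl/fl* mice and 5.75, 4.33 and 7.31 in the *LysM-Cre; Ampkα1 fl/fl* mice, and they took 0.07%, 0.13% and 0.54% of the reads against 0.57%, 0.22% and 1.54%. The exact permutation p was 0.2, and 0 of the genes passed an adjusted p of 0.05 in edgeR (4 had an unadjusted p under 0.05). The enrichment score was 2.85, and 3.07 with the replicate block, under which 1 gene passed (*Myl3*, 4.95 in the main test, adjusted p = 0.0105 with the block and 0.241 without) and 41 had an unadjusted p under 0.05. In 5 of the 10 splits of the 6 libraries into 3 and 3 the score was as large in size. Among the 4 splits that part every same-numbered pair, as the real one does, 2 gave a score as large, and the remaining 6 splits part 1 such pair.

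Skeletal muscle RNA in the dissected tissue is a candidate explanation for the higher *Fbp2* and for the electron transport, oxidative phosphorylation and glycolysis scores. Were it the cause, contractile genes would rise about as *Fbp2* does, and their median rose by 1.85 against 2.59 for *Fbp2*. Muscle isoforms of metabolic enzymes would rise without their ubiquitous counterparts, and the medians were 1.59 and 0.08, a difference of 1.52. The muscle isoform list holds *Fbp2* itself and other genes of Fig. 3D. Its median was 1.58 without *Fbp2* and 0.76 without all genes of that figure (8 genes, 8 higher, 0 at an unadjusted p under 0.05), so part of this difference restates the rise it is meant to explain. The list scores do not rest on such isoforms, as they were 1.63 for electron transport and 1.60 for glycolysis without them, and the oxidative phosphorylation list (1.77) holds none. With the muscle score as a covariate, *Fbp2* fell to 0.66 (edgeR adjusted p = 0.629, from 0.147 to 0.923 over its alternatives). With 6 libraries, that covariate takes up part of any difference between the groups, so this last test does not settle the question. *Fbp2* had 14.4, 16.2 and 14.3 reads per 1000 reads of the muscle gene *Ckm* in the *Ampkα1 fl/fl* mice and 30, 23.6 and 19.8 in the *LysM-Cre; Ampkα1 fl/fl* mice. *Fbp2* relative to the muscle score was higher by 0.50 (log2) in the *LysM-Cre; Ampkα1 fl/fl* group, with an exact permutation p of 0.2, and it was higher in each of the 3 same-numbered pairs (by 0.92, 0.18 and 0.40). These values use log2 CPM with a prior count of 2, which raises the first *Ampkα1 fl/fl* mouse with its 4 reads and so narrows the difference. Set against each of the 43 contractile genes in turn on that scale, *Fbp2* was relatively higher in the *LysM-Cre; Ampkα1 fl/fl* group for 39, with a median difference of 0.54. For 12 of the 43 every *LysM-Cre; Ampkα1 fl/fl* mouse was above every *Ampkα1 fl/fl* mouse and for 0 below, where chance leaves the groups without overlap in 10% of independent genes, and these genes vary together. From reads alone, as in the ratios to *Ckm*, the counts were 40 higher, 19 with every *LysM-Cre; Ampkα1 fl/fl* mouse above and 0 below, with a median difference of 0.78. Library size gives no explanation, as the mean total of the *LysM-Cre; Ampkα1 fl/fl* libraries was 1.021 times that of the *Ampkα1 fl/fl* libraries and the totals overlap. A larger share of muscle RNA may account for much of the higher *Fbp2*, and these libraries leave open whether part of the rise is separate from it. That concerns the tissue RNA alone. The paper also reports higher *Fbp2* mRNA and FBP2 protein in TSPCs isolated from the injured tendons (Fig. 3H, I and J), which were not examined here. Whether the genotype itself changes the muscle in the tissue was not tested.

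For the scores of the paper's pathways, 10 of the 10 splits gave an electron transport score at least as large in size as the 1.75 of the real split. The same count was 10 of 10 for oxidative phosphorylation (1.77) and 5 of 10 for glycolysis (1.82). Among the 4 splits that part every same-numbered pair, the counts were 4, 4 and 2. With 10 splits the share cannot go under 0.1.

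The 4 Y-linked genes tested, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, were higher in the *LysM-Cre; Ampkα1 fl/fl* libraries, with a median log2 fold change of 1.15. They are outside the genes the paper discusses. In each of them the 3 *LysM-Cre; Ampkα1 fl/fl* mice were above the 3 *Ampkα1 fl/fl* mice (exact permutation p = 0.1), and 0 passed over all genes in edgeR (smallest adjusted p = 0.0547, 4 at an unadjusted p under 0.05). With the replicate block 3 of the 4 passed, *Ddx3y* (adjusted p = 0.0133), *Eif2s3y* (0.0254) and *Kdm5d* (0.0361). Reads of all 4 genes were present in every library. A different mix of male and female animals in the groups is a candidate explanation only if a library held tissue of several animals, as a library of 1 female mouse would lack these reads. It predicts the same factor for every gene, and the 4 log2 fold changes differed by 0.14 at most. As the genes were chosen for their rise, the test cannot separate this from other causes. X-linked genes that escape inactivation had a median log2 fold change of -0.09, which cannot speak for or against a difference in library size, as normalization takes that out beforehand. The paper states 3 mice per condition and gives no sex for the transgenic mice. No biological explanation was tested.

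*Lyz2* was nearly absent from the *LysM-Cre; Ampkα1 fl/fl* libraries, with a log2 fold change of -9.46 that stayed between -9.79 and -9.30 over the alternatives. It drew attention because the paper does not report it. Fewer macrophages would lower other macrophage genes alike, and the median log2 fold change of the other 15 genes of the macrophage list was -0.26. The *LysM-Cre; Ampkα1 fl/fl* mice had 9, 15 and 8 reads against 7378, 7778 and 7372, which argues against an expressed intact copy of *Lyz2* in them. Disruption of both copies by the inserted Cre was not tested in any other way. *Prkaa1*, the deleted gene, did not differ in whole tissue.

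Genes of resident macrophages, a list written after lower *Marco* and *Cd209g* had been seen had a median log2 fold change of -0.82, with 10 of 10 lower. Of these, 1 passed an adjusted p of 0.05 in edgeR (*F13a1*, -1.23, adjusted p = 0.0456), 9 had an unadjusted p under 0.05, and 9 passed within the list. With the replicate block 2 passed, *F13a1* (adjusted p = 0.021) and *Lyve1*. *Lyve1* and *Cd163* are also in the macrophage list above, and the other 8 genes, which are in no earlier list, were all lower (median -0.88, 7 at an unadjusted p under 0.05, 1 passing with and without the block). The 3 *LysM-Cre; Ampkα1 fl/fl* mice were below the 3 *Ampkα1 fl/fl* mice in the mean of the list (exact permutation p = 0.1). Fewer macrophages overall would lower general macrophage genes as much, and their median was -0.25 with 10 of 14 lower, between no change and the resident genes. Without those 2 shared genes the median was -0.21, with 8 of 12 lower and 7 at an unadjusted p under 0.05. The exact permutation p for the mean of these 12 general genes was 0.1, as for the resident list. The pattern may reflect fewer macrophages, a loss of the resident kind or a change of their expression, and these cannot be told apart. *Cd209* genes also lie in a cluster of related genes.

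Among the genes called, 6 pairs were direct neighbours in the genome, against a mean of 1.13 in 10000 random draws of as many genes (permutation test, one-sided, p = 0.001). In all 6 pairs both genes were lower. The genes of the pairs are named because of this test, after their values were seen. The pairs were *Hba-a1* and *Hba-a2*, *Hbb-bt* and *Hbb-bs*, *Cd209f* and *Cd209g*, *Plac9a* and *Tmem254a*, *Plac9b* and *Tmem254b*, and *Gm21451* and *Entpd4b*. The first 3 pairs are gene families that are expressed together, so the count alone does not separate a genomic segment from shared regulation. Reads shared between near-identical copies would leave the sums unchanged, but the largest change of the 3 sums was 2.46 in absolute log2 fold change, for *Plac9a* with *Plac9b*. For *Entpd4* with *Entpd4b* and for the *Tmem254* copies, the sums changed by -0.83 and -1.47 (edgeR adjusted p = 0.00376 and 0.000844). A strain difference between the groups in the segments of *Plac9*, *Tmem254* and *Entpd4b* is a candidate explanation. The 6 pairs are the pattern that raised it and cannot test it, and the *Plac9* and *Tmem254* pairs are copies of each other. A segment carried along with the modified loci would not hold these pairs, as none lies on the chromosome of *Lyz2* or of *Prkaa1*. Near the modified loci themselves, 1 of 40 tested neighbours of *Lyz2* (*Cpm*) and 1 of 29 of *Prkaa1* (*Lifr*) were called.

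*Ibsp*, a gene of bone matrix that the paper does not discuss, was at least 31.1-fold lower in the *LysM-Cre; Ampkα1 fl/fl* group, with an estimated log2 fold change of -5.46 that rests on 3 reads or fewer in each *LysM-Cre; Ampkα1 fl/fl* mouse (edgeR adjusted p = 0.0638, from 5.6e-08 to 0.214 over its alternatives, with 0.0724 under the replicate block). The bound uses the mean of the *Ampkα1 fl/fl* group, whose mice had 8.73, 4.97 and 1.32 CPM. *Bglap* (-3.86) and *Ambn* (-4.46), chosen after their values were seen, changed the same way between the groups. Within the *Ampkα1 fl/fl* mice, *Bglap* had 20, 30 and 69 reads, the opposite order to *Ibsp* with 165, 91 and 24. Bone at the end of the dissected tendon is a candidate explanation, which predicts that other bone genes are lower too. In a list of further bone genes, 7 of 10 were lower, with a median log2 fold change of -0.18 and 5 at an unadjusted p under 0.05 (0 passed over all genes). *Sp7* (-1.64), *Phex* (-1.63), *Alpl* (-1.51) and *Dmp1* (-0.98) were lower. Of the 10 genes 3 were higher, among them *Spp1* (0.52), which is also in the PI3K-Akt list. Without *Spp1*, 7 of 9 were lower (median -0.23, 4 at an unadjusted p under 0.05, exact permutation p = 0.1 for the mean of the list), so this test leaves the explanation open.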

How the results depend on the processing

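The direction of the *Fbp2* change and its failure to pass an adjusted p of 0.05 were the same under every alternative that gave a value. Its log2 fold change was 0.66 with the muscle score as a covariate and between 1.86 and 4.40 when a mouse was left out. With at least 10 counts in every sample, *Fbp2* was not tested and has no value. A test on log2(value + 0.1) was foreseen only for a table without counts and was not run.

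The real split gave more genes than any other of the 10 splits of the 6 libraries: 1 of 10 reached 128 genes in all, 1 of 10 reached 47 upregulated genes and 1 of 10 reached 81 downregulated genes, as each of the other splits gave 0. Scaling and low-count filters moved the count by less than 1.5 times, from 118 to 157. Outside that range, DESeq2 called 685 genes (304 up, 381 down), the replicate block 47 (11 up, 36 down), the muscle covariate 60 (20 up, 40 down) and an absolute log2 fold change of at least 1 left 53 (10 up, 43 down). Testing transcripts, an alternative added after seeing the data, gave 1 (0 up, 1 down). Leaving out 1 mouse at a time gave from 8 to 276 genes, from 2 to 139 up and from 6 to 137 down. For these counts the cause was not tested. On simulated counts DESeq2 made more false calls (20.2%) than edgeR (4.1%). Those counts used edgeR's dispersions and no variation shared between genes, so they do not decide which count is nearer the truth here.

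Without the third *LysM-Cre; Ampkα1 fl/fl* mouse and with the muscle covariate, the scores of electron transport and oxidative phosphorylation changed sign. Across the fits that each left out 1 mouse, scores ran from -1.74 to 2.40 for electron transport, from -1.91 to 2.36 for oxidative phosphorylation and from 1.43 to 2.14 for glycolysis. With the covariate they were -1.45, -1.50 and 0.86 (adjusted p = 0.0634, 0.0634 and 0.715 by permutations of genes). Camera gave adjusted p of 0.76, 0.76 and 0.504, and fry 0.702, 0.702 and 0.362. Ranking by log2 fold change, the block and the nearest Reactome pathway kept the direction and the side of the threshold for these lists. So did leaving out muscle isoforms for electron transport (1.63) and glycolysis (1.60), whereas the oxidative phosphorylation list holds none and was not tested in this way. For the lists of other genes, the covariate reversed the contractile muscle score (-1.03, a score built from these genes), the extracellular matrix score (1.17) and the tendon score (-1.03), and ranking by log2 fold change reversed the cartilage score (-1.03). The extracellular matrix score ran from -1.51 to 1.22 when a mouse was left out.

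The PI3K-Akt odds ratio was 0 in the main test and 2.70 with the DESeq2 calls, 0.833 with those calls and no matrix genes (chosen after seeing the data), at most 0.613 when a mouse was left out, and 0 under the remaining alternatives. The edgeR calls are too few for an odds ratio of 0 to say much, as chance alone would give 0.554 genes in the main test and between 0.0233 and 1.62 under the alternatives other than the DESeq2 calls. The cause was not tested.

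Several genes switched sign, including *Ucp3*, *Pgam2*, *Eno3*, *Itgb6* and *Prkaa2* with log2 fold changes between 1.26 and 1.88 in the main test, and the cause was not tested. With the muscle covariate the log2 fold changes were -0.0911 for *Ucp3*, -0.45 for *Pgam2*, -0.22 for *Eno3*, -1.02 for *Cox7a1*, -0.0022 for *Nos2*, 0.16 for *Tnc*, -0.0027 for *Tnmd*, -0.0603 for *Fmod*, 0.0069 for *Mcam*, -0.35 for *Ppargc1a*, 0.0076 for *Nrf1*, 0.19 for *Gdf5*, -0.0078 for *Atp5g1*, -0.0036 for *Ndufb9*, -0.10 for *Pfkm*, -0.30 for *Itgb6*, -0.36 for *Prkaa2*, 0.0285 for *Ddx3x* and 0.0128 for *Eif2s3x*. *Tnf* was -0.0028 with upper-quartile scaling. *Col1a1* was 0.0026 with DESeq2, 0.001 with RLE and 0.007 with the authors' factors, and *Col1a2* was 0.0029 with those factors, which were added after seeing the data. These 5 values come from genes whose log2 fold change was at most 0.0087 in size in the main test, and a slight shift of all genes by another scaling or tool is enough to move them past 0. Leaving out 1 mouse at a time gave ranges of -0.0891 to 2.72 for *Cox7a1*, -0.23 to 0.18 for *Tnf*, -0.12 to 0.0103 for *Tgfb1*, -0.055 to 0.0667 for *Col1a1*, -0.0666 to 0.0656 for *Col1a2*, -0.0004 to 0.79 for *Ppargc1a*, -0.004 to 0.0928 for *Tfam*, -0.0273 to 0.073 for *Dnm1l*, -0.0778 to 0.017 for *Akt1*, -0.44 to 0.0097 for *Gdf5*, -0.0126 to 0.36 for *Ndufb9*, -1.35 to 0.15 for *Pck1* and -0.0637 to 0.0897 for *Kdm6a*.

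Of the 114 other results, 82 changed under some alternative. Among their 201 changed values, 95 were weaker, 57 stronger and 49 reversed, with these 5 among the reversed. With 3 mice per group the exact permutation tests cannot pass 0.05, and low counts leave *G6pc*, *Fbp1*, *Il6* and *Il10* untested in edgeR.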

Differences from the paper's values

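The paper reports 603 differentially expressed genes, 338 downregulated and 265 upregulated, where the edgeR test gave 128, 81 and 47. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's values (685, 381 and 304). The other scalings, filters, fold-change threshold, block, covariate and fits without a mouse did not.

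In Fig. 3C, read by eye, the paper's normalized enrichment scores are about 2.1 for electron transport, about 2.1 for oxidative phosphorylation and about 2.0 for glycolysis and gluconeogenesis, where the scores here were 1.75, 1.77 and 1.82 with other gene lists. Without the first *LysM-Cre; Ampkα1 fl/fl* mouse the oxidative phosphorylation score was 2.12, which is the alternative within 0.05 of the paper's value. For electron transport and for glycolysis, none of the alternatives set before the data were examined came that close.

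In Fig. 3D the paper ranks *Ucp3* above *Cox6a2*, where the log2 fold changes here were 1.88 and 2.09. Without the third *Ampkα1 fl/fl* mouse (3.97 and 3.62) and without the third *LysM-Cre; Ampkα1 fl/fl* mouse (1.00 and 0.86) the order was the paper's. The paper includes *Cox7a1* among the genes above 1, and it was at 0.92 here. It was above 1 with the replicate block (1.12), without the third *Ampkα1 fl/fl* mouse (2.72), without the first *LysM-Cre; Ampkα1 fl/fl* mouse (1.08) and without the second (1.38). *G6pc* appears in Fig. 3D. It had at most 4 reads in a library here, was not tested in edgeR and had a log2 fold change of -1.33 in DESeq2. *Cox8b*, which Fig. 3D does not show, had 1.79.

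The paper calls the genes of Fig. 3D significant, and *Fbp2*, *Cox6a2*, *Ucp3*, *Pgam2* and *Eno3* had edgeR adjusted p of 0.335, 0.412, 0.495, 0.567 and 0.49. No setting called *Fbp2* at 0.05, and its smallest adjusted p was 0.147, with the replicate block.

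For cell division and immune terms, the paper reports enrichment among downregulated and upregulated genes. The edgeR calls held 0 genes of the hand-written cell division and interferon lists, with 36 and 35 of the list genes at an unadjusted p under 0.05. The interferon list is not the paper's immune term, and immune genes outside it can be among the calls. Of the upregulated edgeR calls with a Reactome annotation, 2 of 21 (*Ncam1* and *H2-Q4*) belong to interferon signaling. With the DESeq2 calls both hand-written lists were enriched (21 of 381 and 28 of 304 genes). Limma's fry, which uses the samples, did not pass for either (adjusted p = 0.141 and 0.129). The paper reports PI3K/AKT enrichment among upregulated genes, which was 0 of 47 here, with 0.554 expected by chance, and was reached with the DESeq2 calls (9 of 304, odds ratio 2.70). With the same calls the list was enriched among downregulated genes as well (14 of 381, odds ratio 3.47).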

Other observations

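Several genes are measured in the paper by other assays, in cells or as protein, and their RNA in the day 7 tissue is given here for reference. *Tnf* had 24, 25 and 13 reads in the *Ampkα1 fl/fl* mice and 19, 27 and 17 reads in the *LysM-Cre; Ampkα1 fl/fl* mice (log2 fold change 0.01, standard error 0.35, edgeR adjusted p = 0.996). *Il6* had 9, 8 and 4 reads against 6, 12 and 5, and *Il10* 4, 6 and 5 against 4, 1 and 0, and neither was tested. *Tgfb1* (-0.04, adjusted p = 0.888), *Nos2* (0.30, adjusted p = 0.614) and *Cd68* (0.25, adjusted p = 0.459) did not pass in edgeR. *Mrc1*, which encodes CD206, had a log2 fold change of -0.83 (standard error 0.19, edgeR adjusted p = 0.115), *Cd86* of -0.79 (0.107) and *Adgre1*, which encodes F4/80, of -0.52 (0.0508). In each of these 3 genes every *LysM-Cre; Ampkα1 fl/fl* mouse was below every *Ampkα1 fl/fl* mouse, and groups without overlap, in either direction, arise by chance in 10% of genes. DESeq2 gave adjusted p of 0.000112, 0.0095 and 2.11e-05, and over all alternatives the adjusted p ran up to 0.344, 0.326 and 0.211. With the replicate block they were 0.0528, 0.11 and 0.083. *Chil3*, which encodes YM1, went the other way (1.85, standard error 1.21, edgeR adjusted p = 0.545), with 7, 12 and 0 reads against 20, 49 and 1. *Ptprc* had -0.19 (0.547), *Itgam* -0.49 (0.501), *Csf1* -0.36 (0.224), *Stat3* 0.16 (0.446) and *Nfe2l2* 0.04 (0.828), and *Il4* had at most 1 read in a library.

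Of the 16 genes of the tendon list, 2 passed in edgeR, *Clu* (0.53, standard error 0.06, adjusted p = 0.023) and *Dcn* (-0.45, standard error 0.06, adjusted p = 0.0301), which are named because they passed. With the replicate block 0 passed (smallest adjusted p = 0.0611, 7 at an unadjusted p under 0.05). For the genes the paper measures, the log2 fold changes were 0.22 for *Scx* (edgeR adjusted p = 0.387), 0.18 for *Tnmd* (0.489), -0.15 for *Tnc* (0.742), 0.09 for *Fmod* (0.702), 0.00 for *Col1a1* (0.988) and -0.01 for *Col1a2* (0.976). *Thy1* (CD90) had -0.32 (0.256) and *Mcam* (CD146) -0.09 (0.674). Among regulators of mitochondria, *Ppargc1a* had 0.30 (0.805), *Nrf1* -0.04 (0.834), *Tfam* 0.05 (0.806) and *Dnm1l* 0.02 (0.947). *Fbp1* had 7, 15 and 8 reads in the *Ampkα1 fl/fl* mice and 3, 4 and 19 reads in the *LysM-Cre; Ampkα1 fl/fl* mice and was not tested in edgeR.

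For the lists behind cell division, the interferon response and red blood cells, other splits of the 6 libraries were scored as well. A score as large in size as that of the real split came from 3 of 10 splits for cell division (-2.85), 3 of 10 for the interferon response (3.07) and 1 of 10 for the erythrocyte list (-2.17). Among the 4 splits that part every same-numbered pair, the counts were 2, 2 and 1. For the PI3K-Akt list (-1.52) the counts were 1 of 10 and 1 of 4. As many Reactome pathways as the 80 of the real split passed in 8 of 10 splits, and in 4 of those 4. The scores of cell division, the interferon response and the erythrocyte list kept their sign under every alternative scored, between -3.05 and -2.33, between 2.47 and 3.19, and between -2.27 and -1.78. Of these 3 lists, only the erythrocyte list passed limma's fry (adjusted p = 0.0307, against 0.141 and 0.129 for the other two), and with camera the adjusted p was 0.504 for each. No biological explanation was tested for them.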
